# Comparative, transcriptome analysis of self-organizing optic tissues

**DOI:** 10.1038/sdata.2015.30

**Published:** 2015-06-23

**Authors:** Munazah Andrabi, Shigehiro Kuraku, Nozomu Takata, Yoshiki Sasai, Nick R. Love

**Keywords:** Stem-cell differentiation, RNA sequencing, Retina, Developmental neurogenesis

## Abstract

Embryonic stem (ES) cells have a remarkable capacity to self-organize complex, multi-layered optic cups *in vitro* via a culture technique called SFEBq. During both SFEBq and *in vivo* optic cup development, Rax (Rx) expressing neural retina epithelial (NRE) tissues utilize Fgf and Wnt/β-catenin signalling pathways to differentiate into neural retina (NR) and retinal-pigmented epithelial (RPE) tissues, respectively. How these signaling pathways affect gene expression during optic tissue formation has remained largely unknown, especially at the transcriptome scale. Here, we address this question using RNA-Seq. We generated Rx+ optic tissue using SFEBq, exposed these tissues to either Fgf or Wnt/β-catenin stimulation, and assayed their gene expression across multiple time points using RNA-Seq. This comparative dataset will help elucidate how Fgf and Wnt/β-catenin signaling affect gene expression during optic tissue differentiation and will help inform future efforts to optimize *in vitro* optic tissue culture technology.

## Background & Summary

During development, *rx* expressing neural retina epithelium (NRE) differentiates into neural retina (NR) and retinal pigmented epithelium (RPE)^1^ (Fig. 1a), tissues with distinct morphologies and gene expression patterns (Fig. 1b,c). For instance, NR tissues show a comparatively thickened morphology, express the transcription factor gene *chx10* (also called *vsx2*), sustain a high expression level of *rx*, and eventually perform the light-sensing duties of the mature eye^2^ (Fig. 1b). Conversely, the RPE is a comparatively thin, pigmented monolayered epithelium that expresses the transcription factor Mitf^1^ (Fig. 1b) and other pigmented cell markers such as tyrosinase (*tyr*) (note, Mitf is also expressed in pigmented cells such as melanophores and peripheral retinal components such as the pigmented ciliary body^3^).

Amazingly, embryonic stem cells have the capacity to recapitulate optic cup formation via a culture technique called SFEBq (serum-free floating culture of embryoid body-like aggregate with quick reaggregation)^4–7^ (Fig. 1d, Supplementary Fig. 1a). SFEBq-generated optic cups, although not totally analogous to their *in vivo* counterparts, facilitate the self-organization of Chx10+ NR-like and Mitf+ RPE-like tissues^7^ (Fig. 1e,f). In this way, SFEBq provides a convenient *in vitro* method to generate NR-like and RPE-like tissue for further analyses.

Both *in vivo* and *in vitro* studies have demonstrated the profound cell fate-promoting effects of Fgf and Wnt/β-catenin signalling pathways during the differentiation of NR and RPE tissues, respectively^1,4,8–14^ (Fig. 2a). Despite these, the transcriptional gene targets of Fgf and Wnt/β-catenin signaling during NR and RPE differentiation have remained incompletely understood, especially at the transcriptome scale.

The principal goal of this study, thus, was to utilize RNA-Seq in combination with SFEBq in order to better understand how Fgf and Wnt/β-catenin signalling affect the transcriptome of Rx+ optic progenitor tissue. Towards this end, we utilized a previously established Rx::GFP reporter mouse ESC line, allowing us to monitor the generation of Rx+ SFEBq tissue in realtime^6,7^.

Using the Rx::GFP reporter line and a Wnt/β-catenin signaling reporter ‘TOP::DsRed’^15^, we confirmed that SFEBq tissue with relatively high Wnt/β-catenin signaling correlated with RPE-like characteristics, such as Mitf expression and a comparatively thin tissue morphology (Fig. 2b,c). Consistently, we found that exposure of Day 10 Rx::GFP+//TOP::DsRed tissue explants to CHIR99201 (a chemical agonist of Wnt/β-catenin signaling^16^, a treatment hereon simply referred to as ‘Wnt stimulation’) strongly activated the TOP::DsRed reporter by Day 12 and resulted in tissue displaying RPE-like morphology by Day 15 (Fig. 2d, Data Citation 1). Conversely, exposing Day 10 Rx::GFP+ tissue explants to Fgf stimulating conditions resulted in highly expressing Rx::GFP+ tissue that displayed NR-like morphology by Day 15 (Fig. 2d, Data Citation 1).

We further analyzed these Day 15 Wnt or Fgf stimulated tissues via immunohistochemistry. Day 15 Wnt stimulated tissue was majority Mitf+, whereas Fgf stimulation produced tissue that was majority Chx10+ (Fig. 2e,f). In addition, we found that Fgf stimulation but not Wnt stimulation allowed the appearance of postmitotic retinal ganglion cells as evidenced by expression of Pou4f2 (also called Brn-3b^17,18^), a marker that was not present in Day 10 Rx::GFP+ tissue (Supplementary Fig. 2a). However, it is important to note that some Fgf stimulated aggregates displayed a small portion of Mitf+ tissue (Fig. 2f), and Wnt stimulated tissue was not 100% positive for Mitf (Fig. 2e). Thus, Wnt and Fgf stimulating conditions produce Day 15 tissue aggregates that are majority, but not absolutely, RPE-like and NR-like in identity.

We next performed RNA-Seq analyses to measure the gene expression changes in Day 10 Rx::GFP+ tissue following Wnt or Fgf stimulation. We collected five groups of samples in biological triplicate (Fig. 3a): Day 10 Rx::GFP+ tissue (i.e., the starting material, Group 1); Day 12 and Day 15 Fgf stimulated tissue (Day 12 +Fgf and Day 15 +Fgf, Groups 2 and 4); Day 12 and Day 15 Wnt/β-catenin stimulated tissue (Day 12 +Wnt and Day 15 +Wnt, Groups 3 and 5). 

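The tissue came from SFEBq culture, in which dissociated mouse embryonic stem cells reaggregate in low-adhesion wells and form an epithelium at the periphery of the aggregate. The Rx::GFP line carries a GFP reporter for the eye field gene rx, so GFP marks optic progenitor tissue. Each of the 5 groups held 3 biological replicates, or 15 libraries in all. For +Wnt stimulation, the explants received the GSK3 inhibitor CHIR99201 at 3 μM for 24 h and at 1 μM afterwards. For +Fgf stimulation, they received 5 ng/ml bFgf together with 10% FBS, and the paper lists FBS for this medium only. The group numbers of the text and of Fig. 3a differ (Day 12 +Fgf is Group 2 in the text and Group 3 in the figure), so day and stimulation are used as names. The authors mapped the paired reads to the mouse assembly mm10 with Tophat, counted fragments on the genes of the UCSC mm10 transcriptome with Cuffdiff, and normalized the counts with edgeR to what the paper calls counts per-million (CPM). All non-zero values (100%) were whole multiples of what 1 read was worth, between 0.0620 and 0.0764 CPM depending on the library, so the number of reads on each gene was recovered. The deposited values of a library summed to between 936418 and 1075448, because library sizes had been multiplied by TMM factors between 0.930 and 1.07. Recovered reads per library ranged from 13648344 to 16086698 (median 15369928) for Day 10 Rx::GFP+, from 15908637 to 16175450 (median 16063845) for Day 12 +Fgf, and from 14318491 to 15711024 (median 15073047) for Day 12 +Wnt. They ranged from 13447537 to 14421731 (median 14111061) for Day 15 +Fgf and from 12556998 to 15161284 (median 13426274) for Day 15 +Wnt. Groups were compared with limma on log2(value + 0.3), in 1 fit of the 5 group means to all 15 libraries, over the genes with at least 1 CPM of the column total in at least 3 libraries. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method and compared with 0.05. Fold changes on this scale understate the change of genes near 0. Where all libraries of a group held at most 3 reads of a gene, the fold is given as a bound against 3 reads, which covers counting error only since PCR copies are not independent molecules. The paper's text does not name the strand setting of the counting, so reads of genes that overlap on opposite strands cannot be separated.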

We then extracted high-quality total RNA from these samples and prepared paired-end libraries for sequencing on an Illumina HiSeq platform (Table 1,Table 2, Fig. 3b). This approach generated on average ~20 million paired-end reads per sample, and all samples possessed a suitable level of read quality and a high mapping rate (Fig. 3c, Technical Validation, Table 3).

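Table 3 lists 18406336 ± 1398046 read pairs per library (SD, n = 15 libraries), from 15676143 for Day 15 +Wnt replicate 2 to 20149842 for Day 10 Rx::GFP+ replicate 2. The values themselves rest on the reads that were counted on genes, 14765357 ± 1153842 per library (SD, n = 15), which is 92.8% of the uniquely mapped pairs on average and between 91.6 and 93.4% in each library. Between 15735 and 16459 genes had a value above 0 in a library. The 10 most abundant genes took between 3.81 and 4.52% of the reads, and Eef1a1 was the most abundant gene in all 15 libraries. The read length is listed as 102 bp for Day 15 +Fgf replicate 3 and as 101 bp for the others.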

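The deposited values cover 23244 gene entries. Of these, 18640 had a value above 0 in at least 1 of the 15 libraries and 4604 were listed at 0 in all of them. A value above 0 in all 3 replicates of at least 1 group was found for 16446 genes, and a value above 0 in all 15 libraries for 13935. The 13845 genes that passed the expression filter were tested. In limma's F test over the 5 groups, 13046 of them (94.2%) differed between at least 1 pair of groups with a Benjamini-Hochberg adjusted p under 0.05. Among the alternatives, leaving out the filter on low values moved this number most, to 14442. In a principal component analysis of the log2 values, with zeros replaced by the smallest non-zero value, PC1 held 40.2% of the variance and PC2 held 27.0%. On PC1, Day 10 Rx::GFP+ lay at -70.9 ± 3.1 (SD, n = 3), Day 12 +Fgf at -57.8 ± 5.7, Day 12 +Wnt at 2.7 ± 5.0, Day 15 +Fgf at 16.6 ± 12.1 and Day 15 +Wnt at 109.5 ± 1.7. On PC2, the +Fgf groups lay at -32.3 ± 12.5 (Day 12) and -87.3 ± 10.0 (Day 15), and the remaining groups lay at 47.6 ± 2.3 (Day 10), 47.1 ± 4.4 (Day 12 +Wnt) and 24.9 ± 2.0 (Day 15 +Wnt). Differences between groups accounted for 82.1% of the variance over all genes. Group labels permuted 100000 times gave at most 74.1% (one-sided permutation p = 1e-05, the smallest that 100000 permutations can give). With only the 500 most variable genes, the share between groups was 89.9%, the largest move among the alternatives.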

Ultimately, this RNA-Seq analysis measured ~18000 gene expression level changes, revealing significant differences in gene expression profiles between the groups (Fig. 3d). In the RNA-Seq data, we examined the expression patterns of some known NR, RPE, Wnt/β-catenin-target, and Fgf-target genes (Fig. 3e, see Technical Validation). 

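At Day 15, the expression of marker genes was compared between the tissues. Mitf (XLOC_016763 in the files), a transcription factor gene of pigmented cells, lies on chromosome 6 of mm10 (GRCm38) from 97807052 to 98021349 on the plus strand, by the GENCODE annotation. It was expressed at 18.6 ± 0.922 CPM in Day 15 +Fgf and 182.5 ± 12.1 CPM in Day 15 +Wnt (SD, n = 3), a log2 fold change of -3.28 (SE 0.07, limma with Benjamini-Hochberg adjusted p = 2.82e-15). Quantile normalization moved this value most among the alternatives, to -3.53. Pou4f2 (XLOC_020573), a transcription factor gene of retinal ganglion cells, lies on chromosome 8 from 78433010 to 78436645 on the minus strand. It had 82.1 ± 4.80 CPM in Day 15 +Fgf and 1.53 ± 0.790 CPM in Day 15 +Wnt, a log2 fold change of 5.61 (SE 0.32, limma with Benjamini-Hochberg adjusted p = 1.22e-10). No exon of either gene overlaps another gene of the annotation. For both genes, every replicate of one group lay above every replicate of the other.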

Notably, the RNA-Seq data produced gene expression patterns that correlated with the immunohistochemical analyses of Chx10 (Vsx2), Mitf, and Pou4f2 (Supplementary Fig. 2b–f). Nevertheless, it’s important to note that our RPE-like and NR-like tissue samples were generated *in vitro*, and thus, our dataset would not be expected to completely mirror *in vivo* NR and RPE gene expression patterns.

In conclusion, our dataset (GSE62432, Data Citation 2, Supplementary Table 1) is a genetic analysis of how *Rx+* tissue responds to Fgf and Wnt/β-catenin signaling pathways as it differentiates towards NR-like and RPE-like tissue. This data may be helpful for future work in optimizing *in vitro* optic tissue engineering as well as future studies examining the developmental and cellular biology of eye. For instance, with these data, we can ask questions such as:

1. What genes change expression levels following the stimulation of competent Day 10 Rx+ tissue with Wnt/β-catenin or Fgf signalling? 

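Between Day 10 Rx::GFP+ and Day 12 +Fgf, 7716 of 13845 genes had a Benjamini-Hochberg adjusted p under 0.05 in limma, 3862 higher and 3854 lower after stimulation. Of these, 1293 changed by at least 1 on the log2 scale, 791 higher and 502 lower. Between Day 10 Rx::GFP+ and Day 12 +Wnt, 8330 genes passed, 4236 higher and 4094 lower, and 1447 of them changed by at least 1, 908 higher and 539 lower. The number past the threshold moved most with the RNA integrity number (RIN) as a covariate, to 5608 genes for +Fgf and 6941 for +Wnt. The number that changed by at least 1 moved most with a filter of at least 10 CPM in 3 samples, to 756 and 909. edgeR's quasi-likelihood test on the recovered reads called 7764 (3654 higher, 4110 lower) and 8330 genes (4207 higher, 4123 lower), of which 7470 and 8203 were also called by limma. The genes with the largest gains in Day 12 +Fgf were the matrix metalloproteinase gene Mmp9, from 0.307 ± 0.0919 to 57.5 ± 14.4 CPM (SD, n = 3), a log2 fold change of 6.55 (SE 0.31, limma adjusted p = 1.4e-10), and Tnc, which encodes the matrix protein tenascin C, from 1.91 ± 0.705 to 160.1 ± 47.0 CPM (log2 fold change 6.20, limma adjusted p = 3.79e-10). The largest losses were in Inmt, from 34.2 ± 10.4 to 0.466 ± 0.299 CPM (log2 fold change -5.54, limma adjusted p = 3.04e-10), and Gm20767, from 17.4 ± 2.58 to 2.00 ± 2.66 CPM (log2 fold change -3.73, SE 0.67, limma adjusted p = 0.00019). The Gm20767 value depended on single Day 12 +Fgf libraries, at 0.887, 5.03 and 0.0639 CPM. Its log2 fold change was -4.74 without replicate 2, and lay between -4.74 and -2.8 over its 13 alternatives. In Day 12 +Wnt, the largest gains were in the axon guidance receptor gene Robo3, from 0.931 ± 0.521 to 19.7 ± 4.00 CPM (log2 fold change 4.11, SE 0.46, limma adjusted p = 1.21e-06), and in the sodium leak channel gene Nalcn, from 1.92 ± 0.420 to 31.0 ± 2.27 CPM (log2 fold change 3.83, limma adjusted p = 2.03e-10). Among the largest losses was that of the retinaldehyde dehydrogenase gene Aldh1a1, from 636.9 ± 111 to 17.4 ± 10.6 CPM (log2 fold change -5.31, limma adjusted p = 1.97e-07). Both responses share the Day 10 libraries, so chance alone correlates them. Across the 13845 genes, which are not independent replicates, Pearson's r between the responses was 0.270 and Spearman's rho was 0.40, neither above the values of 100 simulations in which all 9 libraries were drawn from the same means (medians 0.509 and 0.465, ranges 0.474 to 0.538 and 0.437 to 0.483). The responses had the same direction for 69.5% of the genes, against 65.7 to 68.1% in the simulations. These simulations held noise alone, so the shared Day 10 noise weighed more in them than in data where 7716 and 8330 genes passed. With shared libraries they thus cannot decide whether the observed values exceed chance. When each response was computed with Day 10 libraries of its own, 1 for one and 2 for the other in 6 ways, an alternative chosen after seeing the data, the median r was 0.228 (0.206 to 0.261) and the median rho 0.347 (0.303 to 0.371), where the simulations gave at most 0.032 and 0.019. The same direction was then found for 66.9% of the genes (64.8 to 68.0%), against at most 50.8%. Of 5434 genes past the threshold in both comparisons, 4412 (81.2%) changed in the same direction, a share for which no chance value was obtained. Both Day 12 groups also differed from Day 10 in time and culture medium, and no unstimulated Day 12 tissue was sequenced. Changes against Day 10 can thus not be credited to the stimulation alone, and shared changes may come from time in culture.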

(Group 1 versus Group 2, Group 1 versus Group 3).
2. What genes change expression during the maturation stages (Day 12–15) of *in vitro* RPE-like and NR-like tissue differentiation? 

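Between Day 12 and Day 15, 7899 of 13845 genes passed in +Fgf tissue (limma, Benjamini-Hochberg adjusted p under 0.05), 3759 higher and 4140 lower at Day 15. In +Wnt tissue 9417 genes passed, 4504 higher and 4913 lower. Which direction held more genes depended on the setting. The share of higher genes, 47.6% in +Fgf and 47.8% in +Wnt, lay over the 18 alternatives between 43.4% (quantile normalization) and 52.3% (RIN as a covariate) in +Fgf, and between 40.9% (a filter of at least 10 CPM in 3 samples) and 53.3% (edgeR's count test) in +Wnt. With RIN as a covariate, the number of genes with an adjusted p under 0.05 in +Fgf was 3591 in place of 7899. Day 15 +Fgf had the lowest mean RIN, 7.93 against 9.60 for Day 12 +Fgf. Without this covariate, a log2 change of at least 1 was found for 1700 of the +Fgf genes (1169 higher, 531 lower) and for 2319 of the +Wnt genes (1850 higher, 469 lower). In +Fgf tissue, the neuronal transcription factor gene Neurod4 rose from 1.25 ± 0.638 to 125.4 ± 10.1 CPM (SD, n = 3), a log2 fold change of 6.41 (SE 0.25, limma adjusted p = 1.18e-11). Prdm1, which encodes the transcriptional repressor Blimp1, rose from 0.425 ± 0.185 to 52.9 ± 7.00 CPM (log2 fold change 6.22, limma adjusted p = 1.01e-11). Spp1, the gene of the secreted protein osteopontin, had 433.9, 292.9 and 869.9 CPM in the Day 12 libraries and 14.3 ± 3.96 CPM at Day 15 (log2 fold change -5.07, limma adjusted p = 1.54e-09). Mmp9 fell to 2.05 ± 1.09 CPM (log2 fold change -4.72, limma adjusted p = 2.81e-09), still above its 0.307 ± 0.0919 CPM at Day 10. In +Wnt tissue, the transthyretin gene Ttr rose from 4.26 ± 1.16 to 929.0 ± 263 CPM (log2 fold change 7.66, SE 0.80, limma adjusted p = 3.07e-07). In Day 15 +Fgf, by contrast, Ttr was uneven among replicates, at 3.61, 120.5 and 66.6 CPM. The prostaglandin D synthase gene Ptgds rose from between 16 and 18 reads per library to 154.5 ± 24.2 CPM (log2 fold change 6.78, limma adjusted p = 1.03e-13). Lin28a, which encodes an RNA-binding protein of early cells, went from 61.9 ± 3.78 to 4.65 ± 3.48 CPM (log2 fold change -4.03, SE 0.50, limma adjusted p = 2.07e-06). This value was -3.22 without Day 15 +Wnt replicate 1, which held 0.931 CPM against 7.83 and 5.19. The eye field gene Six6 went from 29.3 ± 2.60 to 1.59 ± 0.528 CPM (log2 fold change -4.00, limma adjusted p = 1.06e-12).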

(Group 2 versus Group 4, Group 3 versus Group 5).
3. What are the major differences in the transcriptome profiles of similarly aged *in vitro* generated RPE-like and NR-like differentiating tissues? 

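At Day 12, 7131 of 13845 genes differed between +Fgf and +Wnt tissue (limma, Benjamini-Hochberg adjusted p under 0.05), 3642 higher and 3489 lower in +Fgf. At Day 15 the number was 9505, 5267 higher and 4238 lower in +Fgf. The share of higher genes at Day 15, 55.4%, lay over the 18 alternatives between 49.9% in edgeR's count test (4653 higher, 4665 lower) and 60.8% with a filter of at least 10 CPM in 3 samples (4824 higher, 3108 lower). With RIN as a covariate, the number of genes with an adjusted p under 0.05 at Day 15 was 6362 in place of 9505. Without this covariate, a difference of at least 1 on the log2 scale was found for 1756 genes at Day 12 (852 higher, 904 lower) and for 2731 at Day 15 (959 higher, 1772 lower). All 3 replicates of one tissue lay on one side of all 3 of the other for 60.4% of the genes at Day 12 and 73.1% at Day 15, where chance alone gives 10%. Among the largest excesses in Day 12 +Fgf was that of the annexin gene Anxa1, 99.3 ± 38.6 CPM against 0.263 ± 0.0529 CPM in Day 12 +Wnt (SD, n = 3; log2 fold change 7.41, limma adjusted p = 8.52e-12). Inmt and Robo3 were the genes most in excess in Day 12 +Wnt, with log2 fold changes of -4.74 (limma adjusted p = 6.34e-10) and -4.53 (limma adjusted p = 3.98e-07). At Day 15, Atoh7, a transcription factor gene of retinal ganglion cell precursors, had 102.2 ± 16.2 CPM in +Fgf (limma adjusted p = 1.05e-12). Its +Wnt libraries held at most 2 reads, so it was at least 494-fold higher in +Fgf. The crystallin gene Cryba2 had 26.3 ± 10.7 CPM in Day 15 +Wnt and at most 1 read in a +Fgf library, and was at least 123-fold lower in +Fgf (limma adjusted p = 3.22e-12). Slc11a1, which encodes a metal ion transporter, had 45.7 ± 9.92 CPM in Day 15 +Wnt and 0.307 ± 0.145 CPM in Day 15 +Fgf (log2 fold change -6.25, limma adjusted p = 4e-13).

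**Figure D1:**
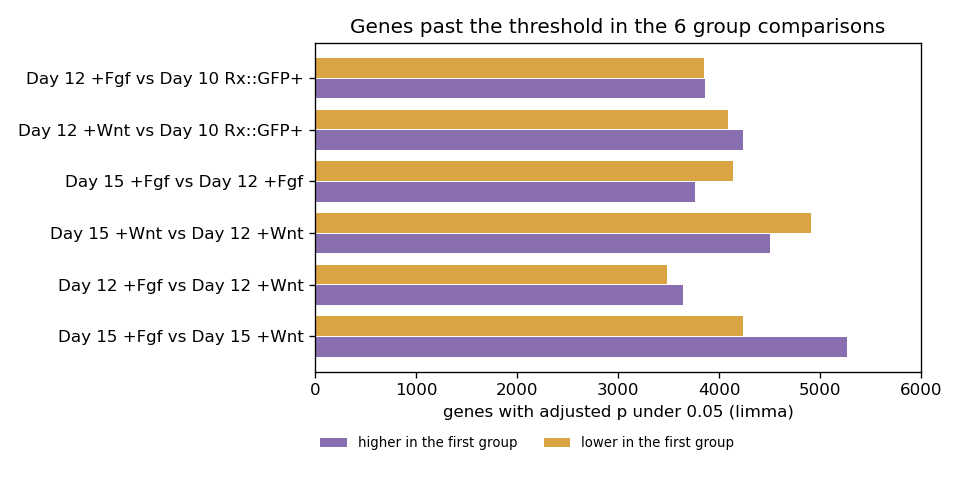
Number of genes with a limma Benjamini-Hochberg adjusted p under 0.05 (x axis) in each of the 6 comparisons (y axis), with 1 bar for genes higher and 1 bar for genes lower in the group named first. Day 15 +Fgf against Day 15 +Wnt has the longest bar, 5267 genes higher in +Fgf, a number that was 4653 in edgeR's count test.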

(Group 2 versus Group 3, Group 4 versus Group 5)

*In vitro* generated optic tissues have been shown to integrate into host eyes following transplantation and thus hold immense potential in future cell replacement therapies^19–21^. In this regard, our dataset may help facilitate the continued innovation of *in vitro* optic tissue generation techniques and their applications within regenerative medicine.

## Methods

### Generation of NR-like and RPE-like tissues using SFEBq

SFEBq and optic cup culture was performed using Rx::GFP murine ES cells^6^ according to the protocol described by Eiraku and colleagues^22^ with some minor modifications (detailed graphical overview of the SFEBq protocol and optic tissue culture protocol used in this study can be found in Supplementary Fig. 1a–j). For instance, unlike Eiraku and colleagues (2011), we cultured Rx::GFP murine ES cells in the presence of 2i conditioned media (i.e., ES cell media containing 3 μM CHIR99201 and 1 μM PD 0325901) due to its reported effect of promoting a uniform ‘ground state’ within ES cells^23^, and in addition, it had previously been shown that 2i culture improves ES cell differentiation rate of some neuronal lineages^24^. However, because the CHIR99201 compound^16^ induces Wnt/β-catenin signaling via inhibition of GSK3, a property that we later utilized to promote the RPE-like tissue differentiation pathway in Day 10 Rx::GFP+ tissue explants, it was important to confirm that 2i culture of ES cells did not bias ES cells towards a specific tissue fate prior to differentiation experiments. Towards this aim, we used RT-qPCR to examine Day 10 SFEBq aggregates for *rx*, *vsx2*, and *mitf* expression, finding no significant differences between aggregates generated from 2i-cultured or LIF-only cultured ES cells (Supplementary Fig. 2k).

Like Eiraku and colleagues^22^, ES cells were cultured in an ES cell ‘maintenance’ media containing 10% KSR (Gibco, cat. no. 10828–028), LIF (Chemicon, cat. no. ESG1107) and blasticidin (Funakoshi, cat. no. KK-400). To begin SFEBq, ES cells were trypsinized and 3000 cells were reaggregated in 100 μl differentiation media (1.5% KSR) in the wells of a 96-well low-cell-adhesion plate with Lipidure Coat (NOF). Defining trypsinization and reaggregation as Day 1, at Day 2 Matrigel (BD, cat. no. 354230) was introduced to achieve a final Matrigel concentration of 4% (addition of 20 μl of a 24% Matrigel differentiation media solution). This relatively high percentage of Matrigel promotes the formation of a continuous Rx::GFP+ epithelium throughout the periphery of the aggregate versus the sprouting ‘optic cup’ aggregates obtained with lower Matrigel percentages. At Day 10, Rx::GFP+ peripheral tissue was excised using forceps and either collected for RNA-Seq analysis (Group 1) or further cultured in petri dishes containing retinal maturation media (RMM^22^) with either Wnt/β-catenin signaling stimulating conditions (achieved via inhibition of GSK3 using the 3 μM CHIR99201 compound^16^ for the first 24 h and then 1 μM CHIR99201 thereafter) or Fgf-signaling stimulating conditions (5 ng/ml human recombinant bFgf+10% FBS). Media was exchanged at days 11, 12, and 14. RNA-Seq samples were collected in triplicate at Day 10, Day 12 and Day 15. It’s important to note that the RNA-Seq analysis detected endogenous Fgf and Wnt ligands expressed in Day 10 Rx::GFP+ tissue (Supplementary Fig. 1l), and culturing the self-organizing Day 10 Rx::GFP+ tissue without exogenous Wnt of Fgf stimulation (i.e., RMM only) produces Day 15 aggregates that contain a comparatively heterogeneous mix of Mitf+, Chx10+, and Pou4f2+ tissues (Supplementary Fig. 1m). 

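In Day 10 Rx::GFP+ tissue, the Wnt ligand gene with the highest expression was Wnt7b, at 80.7 ± 19.8 CPM (SD, n = 3), which lies on chromosome 15 of mm10 from 85535437 to 85582473 on the minus strand. It was followed by Wnt8b at 54.9 ± 6.30 CPM, Wnt5b at 42.3 ± 6.45 CPM, Wnt5a at 16.4 ± 2.34 CPM and Wnt9a at 15.9 ± 2.46 CPM. The last pair differed by less than the SD of either gene. Wnt7b was counted with at least 917 reads in each library, and its exons overlap those of AU022754 on the opposite strand. Exons of Wnt5a overlap those of Gm2670 on the opposite strand. Genes of the Fgf family were ranked by symbol alone, without regard to whether the protein is secreted or acts as a ligand. Among them, Fgf13, on chromosome X from 59062145 to 59568071, had 70.0 ± 4.07 CPM and Fgf15 had 55.2 ± 8.01 CPM. Fgf12 had 21.2 ± 4.21 CPM, Fgf9 had 10.8 ± 1.51 CPM and Fgf8 had 3.90 ± 0.277 CPM. Exons of Fgf15 overlap those of Gm26793 and Gm39119 on the opposite strand. The next genes in the ranking were Wnt2b at 11.5 ± 1.93 CPM and Fgf10 at 2.55 ± 0.0400 CPM. The 10 genes listed in Supplementary Fig. 1l held the same 5 highest places of each family when libraries were rescaled by the median of ratios and when each of the 3 libraries was left out.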

The endogenous expression of Fgf and Wnt ligands in Day 10 Rx::GFP+ tissue means that exogenous Wnt or Fgf stimulation may not completely negate some Fgf or Wnt signaling events in these samples, respectively.

### Immunohistochemistry and live-imaging

Sectioning and immunohistochemistry was performed as previously described^25^. Antibodies were used as follows: Rx: (rabbit, 1:1000, custom^26^, PU42216BS), Chx10 (vsx2): (sheep, 1:1000, Exalpha, X1180P), Mitf: (mouse, 1:1000, Exalpha, X2398M); Pou4f2 (Brn-3b, C-13) (goat, 1:50, Santa Cruz). Actin was visualized with Phalloidin647 (1:2000, Life Technologies). Rx::GFP/TOP::DsRed murine ES cells were generated using a lentivirus. Live-imaging was performed using a glass-bottom dish, Rx::GFP+ tissue from Day 10 Rx::GFP/TOP::DsRed SFEBq aggregates was mounted in Matrigel and filmed using a LCV110 (Olympus) imaging station equipped with 488 and 561 nm excitation lasers.

### RNA extraction, cDNA synthesis, and RT-qPCR

RNA was extracted using the RNeasy kit (Qiagen) using the company-provided protocol. SFEBq aggregates were added to 700 μl buffer RLT and spun through QIAshredder (Qiagen) prior to RNA extraction. The cDNA samples for RT-qPCR reactions were generated using the High Capacity cDNA kit (Applied Biosystems). The qPCR reactions were performed using a 7500 Fast Real-Time PCR System (Applied Biosystems), Taqman Fast Gene Expression Master Mix (Applied Biosystems), and the following TaqMan assays (Applied Biosystems): *gapdh*, Mm99999915_g1; *chx10* (*vsx2*), Mm00432549_m1; *mitf*, Mm00434954_m1; *rx*, Mm01258704_m1. Expression values were calculated using the comparative Ct method with the gene *gapdh* as an internal control. Statistics were performed using Prism (GraphPad Software, Inc.).

### Library preparation and sequencing

Using total RNA extracted as above, sequencing libraries were prepared from 700 ng total so that the library amplification with PCR required no more than 9 cycles. Sequencing was performed on Illumina HiSeq in Rapid mode with 101 cycles, with all the 15 libraries multiplexed in 2 lanes. Details of sequencing and read statistics are described in Table 3. Base calling was processed with RTA 1.17.21.3. Fastq files were generated with bcl2fastq 1.8.4 (illumina) and deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE62432.

### RNA-Seq data analysis

#### Quality check and mapping

The quality of the RNA-Seq reads was evaluated using the version 0.10.1 FastQC quality check package^27^. Having ensured high quality of the data, sequence reads for each library were mapped independently to the mouse genome assembly mm10, using the spliced aligner Tophat (v2.0.8b) with default parameter settings^28^. This yielded a high percentage of unique and properly paired reads, ~87% for all libraries. Next, for each library we estimated the number of sequence reads overlapping at any given nucleotide position in the reference genome at a 100-bp resolution. The count of reads aligning at each position was then normalized to per million reads of their respective library sizes. This data was converted to wiggle-formatted files and eventually used to visualise the coverage of mapped reads in the form of Circos plots. Circos plots were generated using the Circster application of the Galaxy project^29^.

### Expression quantification and downstream analysis

Successfully mapped reads were quantified against the annotated UCSC transcriptome for mm10 to estimate the number of fragments originating from individual genes using the Cuffdiff program of the Cufflinks package^30^ (v2.1.1). The count data estimated by Cuffdiff was then used as the input to bioconductor package edgeR (v3.2.4) to assess the biological variability in the samples and test for differential expression^31^. In addition to identifying the significantly differentially regulated genes edgeR also provides the normalized expression values for each gene in each library. These normalized expression values referred to as counts per million (CPM) were used for all downstream analysis.

Using the normalized expression values we performed Principal Component Analysis (PCA) to assess the variability among the samples as well as the fidelity within the replicates of each sample. Before performing PCA all expression values were log2 transformed and genes with zero values were replaced by the minimum non-zero expression value of the entire dataset. PCA was implemented using the prcomp() function of the R programming language. Furthermore the expression patterns of some of the relevant genes were analysed using the pheatmap package of R. For plotting the heatmap, gene expression values of each gene were normalized by a constant factor representing the highest expression value of that gene across all samples. These values were further scaled up by a factor of 100 and then log-transformed.

## Data Records

Transcriptome-scale expression profile of SFEBq-generated Day 10 Rx::GFP+ optic tissue was performed using RNA-Seq. The Day 10 Rx::GFP+ tissue was stimulated by exogenous Fgf or Wnt signaling culture conditions and profiled at Days 12 and 15 by RNA-Seq. Three biological replicates were provided for all samples for each time point. The raw sequencing data in the form of fastq files and processed data showing normalized expression values has been submitted to Gene Expression Omnibus (GEO). The GEO accession number GSE62432 provides access to all the raw and processed data generated by RNA-Seq (Data Citation 2). The processing of all samples is summarized in Tables 1, 2, 3.

## Technical Validation

### Quality control of RNA, sequencing libraries and high throughput sequencing

Quality of the total RNA was measured by RNA Pico Kit (Agilent) and all samples with sufficiently high RNA Integrity Number (RIN) were used for this study (average RIN was 8.9 with standard deviation of 0.7). Sequencing libraries were evaluated by High Sensitivity DNA Assay Kit (Agilent), which indicated a uniform size range across all libraries (Fig. 3b). 

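The uniquely mapped pairs listed in Table 3 were 86.5 ± 0.54% of all pairs (SD, n = 15 libraries), from 85.6% for Day 15 +Fgf replicate 1 to 87.2% for Day 12 +Fgf replicate 2. By group, the share was 86.9 ± 0.27% for Day 10 Rx::GFP+, 87.1 ± 0.09% for Day 12 +Fgf, 86.4 ± 0.47% for Day 12 +Wnt, 85.9 ± 0.23% for Day 15 +Fgf and 86.1 ± 0.33% for Day 15 +Wnt (n = 3 each). In number, between 13443271 and 17569762 pairs mapped uniquely per library.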

Each library was sequenced to a depth of ~20 million reads among which about 87% of the reads mapped uniquely to the mouse genome assembly mm10 (Table 3). In addition PCA plots displayed high agreement between the biological replicates thus ensuring us of a sufficiently high quality dataset (Fig. 3d).

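Libraries of the same group were compared over 12064 genes. Across these genes, which are not independent replicates, Pearson's r of the log2 values lay between 0.990 and 0.996 (median 0.994) for the 15 pairs of replicates and between 0.855 and 0.967 (median 0.925) for the 90 pairs from different groups. The chi-square statistic of the recovered reads per degree of freedom was 2.79 to 8.85 between replicates and 37.1 to 198.3 between groups. This statistic covers counting error only, which separate samples are bound to exceed, and it was used only to look for a library present more than 1 time, of which there was none. In the space of all principal components, replicates lay 74.2 apart on average (at most 90.9) and libraries of different groups 155.7 (at least 113.5). For all 15 libraries the nearest library was a replicate of the same group.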

### Phenotypic assessments of RNA-Seq groups

The Day 10—Day 15 RNA-Seq expression patterns for *pou4f2* (Supplementary Fig. 2b), *mitf* (Supplementary Fig. 2c), and *vsx2* (*chx10,* Supplementary Fig. 2f) displayed general agreement with their immunohistochemical analyses shown in Fig. 2e–h *and* Supplementary Fig. 2a. 

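Relative to Day 10 Rx::GFP+, where the libraries held at most 2 reads of Pou4f2, this gene was at least 59.8-fold higher in Day 12 +Fgf, at 12.7 ± 3.69 CPM (SD, n = 3; limma with Benjamini-Hochberg adjusted p = 2.65e-09), and at least 388-fold higher in Day 15 +Fgf (limma adjusted p = 2.69e-12). In Day 15 +Wnt, where the libraries held 10, 26 and 29 reads, the mean was at least 7.24-fold higher than at Day 10 (limma adjusted p = 1.01e-05). The fitted log2 fold change was 2.12, and lay between 1.16 and 3.51 over its 13 alternatives. In Day 12 +Wnt, Pou4f2 was not detectable above Day 10 (limma adjusted p = 0.76, at most 4 reads per library). By staining, the paper saw retinal ganglion cells appear with Fgf but not with Wnt stimulation. Mitf had 126.2 ± 13.0 CPM at Day 10, 57.7 ± 1.41 CPM in Day 12 +Fgf and 131.5 ± 11.3 CPM in Day 12 +Wnt. Its log2 fold change against Day 10 was -1.12 in Day 12 +Fgf (limma adjusted p = 4.89e-09) and -2.74 in Day 15 +Fgf (limma adjusted p = 4.6e-14). In +Wnt it was 0.06 at Day 12 (limma adjusted p = 0.5), which is within the spread of the replicates, and 0.53 at Day 15 (limma adjusted p = 4.62e-06). The paper sets these profiles beside the staining of the proteins and states that expression and staining match in general.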

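The retina and anterior neural fold homeobox gene Rax (also called Rx) lies on chromosome 18 of mm10 from 65928277 to 65939787 on the minus strand, and its exons overlap those of Raxos1 on the opposite strand. Its expression was 164.2 ± 8.64 CPM in Day 10 Rx::GFP+, 221.5 ± 11.4 CPM in Day 12 +Fgf and 311.4 ± 28.6 CPM in Day 15 +Fgf (SD, n = 3). Against Day 10, the log2 fold changes were 0.43 (SE 0.08, limma with Benjamini-Hochberg adjusted p = 0.000373) and 0.92 (limma adjusted p = 3.93e-08). In +Wnt tissue, expression was 44.7 ± 5.77 CPM at Day 12 and 5.41 ± 0.367 CPM at Day 15, with log2 fold changes of -1.88 (limma adjusted p = 7.64e-11) and -4.85 (limma adjusted p = 1.57e-16). Between the Day 15 tissues the log2 fold change was 5.77 (limma adjusted p = 9.28e-18).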

The Day 10—Day 15 RNA-Seq expression patterns for *rax* (Supplementary Fig. 2e) displayed general agreement with the live-imaging analyses shown in Fig. 2d. 

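The gene of the melanin synthesis enzyme tyrosinase, Tyr, lies on chromosome 7 of mm10 from 87424771 to 87493512 on the minus strand, with no exon shared with another annotated gene. It had 53.6 ± 16.1 CPM in Day 10 Rx::GFP+, 145.3 ± 18.1 CPM in Day 12 +Wnt and 607.8 ± 62.6 CPM in Day 15 +Wnt (SD, n = 3). The log2 fold change against Day 10 was 1.47 in Day 12 +Wnt (SE 0.18, limma with Benjamini-Hochberg adjusted p = 3.33e-06) and 3.53 in Day 15 +Wnt (limma adjusted p = 1.57e-11). In +Fgf tissue the gene had 17.7 ± 3.90 CPM at Day 12 and 27.5 ± 3.76 CPM at Day 15, log2 fold changes of -1.57 (limma adjusted p = 2.09e-06) and -0.92 (limma adjusted p = 0.000217) against Day 10.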

The pigmented cell marker tyrosinase (*tyr*) also showed upregulation following Wnt stimulation (Supplementary Fig. 2c). Other known NRE, NR, RPE, Wnt-target and Fgf-target genes are displayed in the heatmap found in Fig. 3e. For instance, NRE marker gene *lhx2* decreased as RPE and NR differentiation proceeded (compare Day 10 expression versus Days 12 and 15). 

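Among the further genes of Fig. 3e, Otx2 lies on chromosome 14 of mm10 from 48657677 to 48673819, and its exons overlap those of Gm49154 on the same strand and Otx2os1 on the opposite strand. It had 194.3 ± 21.5 CPM in Day 10 Rx::GFP+, 89.5 ± 13.9 CPM in Day 12 +Fgf and 109.0 ± 2.34 CPM in Day 15 +Fgf (SD, n = 3), log2 fold changes of -1.12 (SE 0.09, limma with Benjamini-Hochberg adjusted p = 3.98e-08) and -0.83 (limma adjusted p = 3.5e-07). It rose to 248.0 ± 1.85 CPM in Day 12 +Wnt (log2 fold change 0.36, limma adjusted p = 0.0027). The value of 226.5 ± 14.3 CPM in Day 15 +Wnt (log2 fold change 0.22, limma adjusted p = 0.0307) did not pass with RIN as a covariate (0.14, adjusted p = 0.293). It also did not pass without Day 10 replicate 1 (0.20), Day 10 replicate 3 (0.16), Day 15 +Wnt replicate 1 (0.18) or Day 15 +Wnt replicate 3 (0.23), and over its 13 alternatives the adjusted p lay between 4.61e-05 and 0.293. Pax6, on chromosome 2 from 105668900 to 105697364, had 558.3 ± 56.2 CPM at Day 10 and fell in +Wnt tissue to 327.8 ± 11.0 CPM at Day 12 (log2 fold change -0.76, limma adjusted p = 7.93e-09) and 244.9 ± 7.03 CPM at Day 15 (-1.18, limma adjusted p = 4.66e-12). In +Fgf tissue it had 613.8 ± 10.7 CPM at Day 12 (0.14, limma adjusted p = 0.0362) and 594.8 ± 12.1 CPM at Day 15 (0.10, limma adjusted p = 0.123). The Day 15 +Fgf value passed with quantile normalization (0.24, adjusted p = 0.000703) and without Day 10 replicate 2 (0.18, adjusted p = 0.00163), and the adjusted p of its 13 alternatives reached 0.533.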

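Lhx2, a LIM homeobox gene on chromosome 2 of mm10 from 38339281 to 38369733 on the plus strand, had 477.2 ± 16.1 CPM in Day 10 Rx::GFP+ (SD, n = 3). It had 302.9 ± 23.6 CPM in Day 12 +Fgf, a log2 fold change of -0.66 (SE 0.07, limma with Benjamini-Hochberg adjusted p = 8.13e-07), and 273.0 ± 2.42 CPM in Day 12 +Wnt (-0.80, limma adjusted p = 6.31e-08). At Day 15 it had 275.9 ± 21.6 CPM in +Fgf (-0.79, limma adjusted p = 2.39e-08) and 230.1 ± 23.5 CPM in +Wnt (-1.06, limma adjusted p = 3.44e-10). From Day 12 to Day 15 the further change was -0.13 in +Fgf, which did not pass (limma adjusted p = 0.109), and -0.25 in +Wnt (limma adjusted p = 0.00411).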

Wnt/β-catenin signalling genes and targets^32–34^ *wnt3a*, *axin2*, *dkk1*, *irx3* increased expression following Wnt/β-catenin stimulation. 

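The Wnt ligand gene Wnt3a, on chromosome 11 of mm10 from 59248033 to 59290752, had 8.53 ± 2.00 CPM in Day 10 Rx::GFP+, 14.6 ± 1.69 CPM in Day 12 +Wnt and 13.3 ± 1.56 CPM in Day 15 +Wnt (SD, n = 3). Its log2 fold changes against Day 10 were 0.78 (SE 0.42, limma with Benjamini-Hochberg adjusted p = 0.121) and 0.64 (limma adjusted p = 0.17), neither past the threshold. With a pseudocount of 1 CPM the Day 12 value passed (0.73, adjusted p = 0.0338), and over its 13 alternatives the adjusted p lay between 0.0338 and 0.811. edgeR's count test on the recovered reads called both values (0.78, adjusted p = 0.0275, and 0.69, adjusted p = 0.0363). A limma fit to the 6 libraries alone called the Day 12 value (adjusted p = 0.00261). Both tests were added for single genes after seeing the data. RIN as a covariate moved the Wnt3a changes most, to 0.163 at Day 12 and 0.001 at Day 15. Over its 13 alternatives the Day 15 adjusted p lay between 0.0599 and 0.999. Against +Fgf tissue of the same day, Wnt3a was higher in +Wnt, with log2 fold changes (+Fgf over +Wnt) of -2.65 (limma adjusted p = 5.33e-05) at Day 12 and -4.30 (limma adjusted p = 1.11e-07) at Day 15. Axin2, a negative regulator of β-catenin on chromosome 11 from 108920349 to 108950783, whose exons overlap those of Gm11670 on the opposite strand, rose from 81.5 ± 4.61 CPM at Day 10 to 184.5 ± 12.6 CPM in Day 12 +Wnt (log2 fold change 1.18, limma adjusted p = 0.000318) and 176.5 ± 10.8 CPM in Day 15 +Wnt (1.11, limma adjusted p = 0.000265). The secreted Wnt inhibitor gene Dkk1, on chromosome 19 from 30545863 to 30549665, rose from 12.3 ± 2.49 to 31.3 ± 2.78 CPM in Day 12 +Wnt (log2 fold change 1.35, limma adjusted p = 8.86e-06). In Day 15 +Wnt it was below Day 10, at 2.92 ± 0.583 CPM (-1.96, limma adjusted p = 2.86e-08). Its mean was also below Day 10 in Day 15 +Fgf, at 5.04 ± 0.422 CPM, so the fall was not limited to +Wnt tissue. The homeobox gene Irx3, on chromosome 8 from 91798525 to 91802067, whose exons overlap those of Irx3os on the opposite strand, had 8.49 ± 2.22 CPM at Day 10 and 9.15 ± 1.05 CPM in Day 12 +Wnt, a difference within the replicate spread (log2 fold change 0.13, limma adjusted p = 0.53). The sign turned with quantile normalization (-0.06) and without Day 10 replicate 3 (-0.09). In Day 15 +Wnt, Irx3 had 14.6 ± 0.588 CPM (0.79, limma adjusted p = 0.000538). With quantile normalization this change was 0.32 (adjusted p = 0.0986), and the adjusted p of its 13 alternatives lay between 0.000164 and 0.0986.

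**Figure D2:**
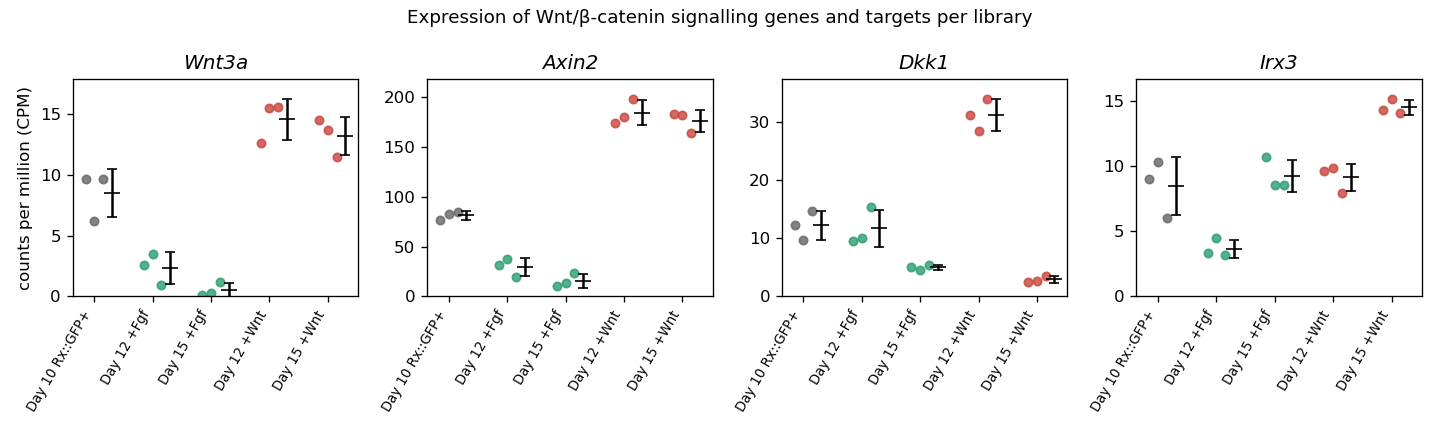
Expression in CPM (y axis, from 0) of Wnt3a, Axin2, Dkk1 and Irx3 in the 5 groups (x axis). Points are the 3 libraries of a group, and the bar beside them gives the mean ± SD. Dkk1 is highest in Day 12 +Wnt (31.3 CPM) and lowest in Day 15 +Wnt (2.92 CPM).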

NR expressed genes^1,35,36^ *six3*, *crx*, *vax2*, as well as the *spry* and *spred* Fgf-target genes^37^ displayed increased expression following Fgf-stimulation.

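The homeobox gene Six3, on chromosome 17 of mm10 from 85613608 to 85629302, whose exons overlap those of Six3os1 and Gm28528 on the opposite strand, had 185.7 ± 14.6 CPM in Day 10 Rx::GFP+, 209.8 ± 21.5 CPM in Day 12 +Fgf and 300.4 ± 24.6 CPM in Day 15 +Fgf (SD, n = 3). The Day 12 change did not pass (log2 fold change 0.17, SE 0.08, limma with Benjamini-Hochberg adjusted p = 0.0827), and the Day 15 change did (0.69, limma adjusted p = 9.34e-07). The Day 12 change passed with quantile normalization (0.21, adjusted p = 0.0284), without Day 10 replicate 2 (0.24, adjusted p = 0.0332) and without Day 12 +Fgf replicate 2 (0.25, adjusted p = 0.018), and the adjusted p of its 13 alternatives reached 0.331. Crx, a photoreceptor transcription factor gene on chromosome 7 from 15865947 to 15879968, was lower in Day 12 +Fgf than at Day 10, 1.83 ± 1.02 against 8.82 ± 1.85 CPM (-2.18, limma adjusted p = 1.5e-06). Its mean was also below Day 10 in Day 12 +Wnt, at 2.88 ± 0.536 CPM, so the fall was not limited to +Fgf tissue. Crx then rose to 102.6 ± 12.1 CPM in Day 15 +Fgf (3.51, limma adjusted p = 1.31e-09), against 2.53 ± 0.212 CPM in Day 15 +Wnt. Vax2, a ventral eye gene on chromosome 6 from 83711264 to 83738313, had 41.2 ± 7.62 CPM at Day 10, 48.4 ± 19.3 CPM in Day 12 +Fgf and 34.5 ± 6.59 CPM in Day 15 +Fgf, both within the replicate spread (0.16, limma adjusted p = 0.591; -0.26, limma adjusted p = 0.33). The Day 12 value rested on single libraries. It was 0.53 without Day 12 +Fgf replicate 2 (adjusted p = 0.0149), and over its 13 alternatives the adjusted p lay between 0.0149 and 0.914. It was -0.10 without Day 12 +Fgf replicate 1, and with RIN as a covariate it was -0.26 at Day 12 and 0.02 at Day 15. Against +Wnt tissue of the same day, Vax2 was higher in +Fgf by 0.89 at Day 12 (limma adjusted p = 0.00427) and 3.32 at Day 15 (limma adjusted p = 1.95e-09). Of the sprouty and spred genes, which encode inhibitors of receptor tyrosine kinase signalling, Spry4 changed most, from 2.46 ± 0.364 CPM at Day 10 to 16.4 ± 1.75 CPM in Day 12 +Fgf (2.60, limma adjusted p = 2.76e-10) and 17.9 ± 1.25 CPM in Day 15 +Fgf (2.73, limma adjusted p = 1.77e-11). At Day 12, the log2 fold change was 0.74 for Spry1, whose exons overlap those of Gm42922 on the opposite strand, 1.23 for Spry2, 0.69 for Spred1, 0.37 for Spred2 and 1.16 for Spred3, whose exons overlap those of Ggn on the opposite strand. At Day 15 these values were 0.83, 0.64, 0.50, 0.41 and 0.36, and all passed. With RIN as a covariate, Spred2 did not pass at Day 12 (0.27, adjusted p = 0.111), and the adjusted p of its alternatives lay between 0.00173 and 0.111. These directions were the same with quantile normalization and with median-of-ratios scaling. Spry3 was listed at 0 in all 15 libraries and was not tested. Statements of the paper on 20 genes, most of which name no day, were read here as 40 directions between groups, of which 38 were tested. Of these, 32 passed when adjusted over all genes tested, and 32 when adjusted over the list alone. In 30 of them the change had the direction so read, and in 2, Dkk1 in Day 15 +Wnt and Crx in Day 12 +Fgf, it had the opposite one, at a day that the paper does not name. The list is the paper's own choice of genes for these samples, so the latter is not independent evidence.

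**Figure D3:**
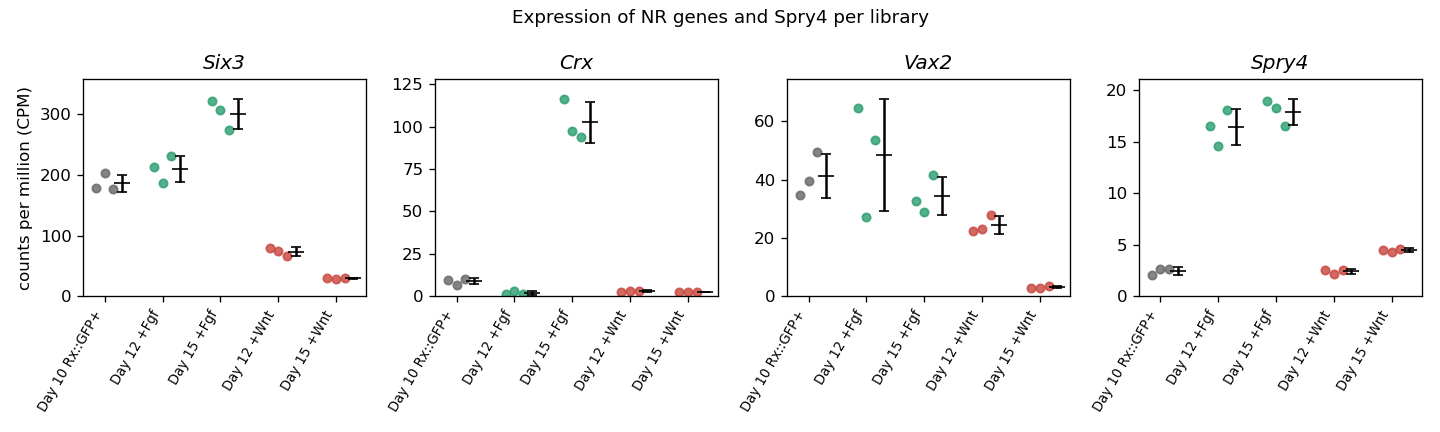
Expression in CPM (y axis, from 0) of Six3, Crx, Vax2 and Spry4 in the 5 groups (x axis). Points are the 3 libraries of a group, and the bar beside them gives the mean ± SD. Crx has 1.83 CPM in Day 12 +Fgf and 102.6 CPM in Day 15 +Fgf.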

## Usage Notes

For RNA-Seq we recommend using the splice-aware software such as Tophat2 for efficient and accurate mapping to the genome. Expression quantification and differential expression can be best achieved by softwares such as edgeR or DEseq. These programs base their statistical inference on Negative Binomial (NB) distribution, which is required to correctly model the biological variation between samples. Some recent protocols elaborate the details to analyze RNA-Seq data^38,39^.

## Additional Information

**How to cite this article:** Andrabi, M. *et al.* Comparative, transcriptome analysis of self-organizing optic tissues. *Sci. Data* 2:150030 doi: 10.1038/sdata.2015.30 (2015).

## Supplementary Material

Supplementary Table 1

Supplementary Information

## Figures and Tables

**Figure 1:**
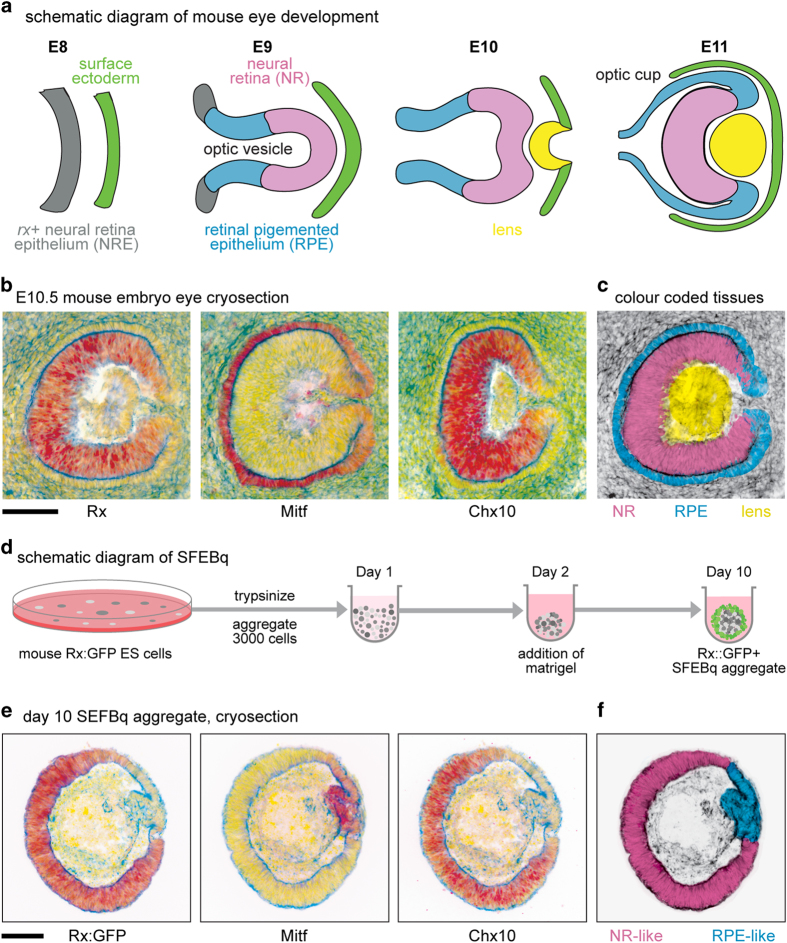
Optic cup development, gene expression, and schematic diagram of SFEBq culture. (**a**) Schematic diagram of murine eye development from embryonic days E8—E11, a time in which the neural retina (NR) and retinal pigmented epithelial (RPE) tissues emerge. (**b**) Cryosections of an E10.5 mouse embryo underwent immunohistochemistry, selected gene expression displayed in red, DAPI shown in yellow, Actin shown in blue. Scale bar 100 μm. (**c**) Pseudocoloured E10.5 cryosection showing developing NR, RPE and lens. (**d**) Schematic diagram of SFEBq, a technique that generates ES-cell aggregates with a peripheral layer of Rx+ optic progenitor tissue. (**e**) Cryosections of Day 10 SFEBq Rx:GFP aggregate with a continuous peripheral layer of optic progenitor tissue underwent immunohistochemistry. Marker gene expression displayed in red, DAPI shown in yellow, Actin shown in blue. Scale bar 100 μm. (**f**) Pseudocoloured diagram of a Day 10 SFEBq aggregate with differentiating NR-like and RPE-like tissues.

**Figure 2:**
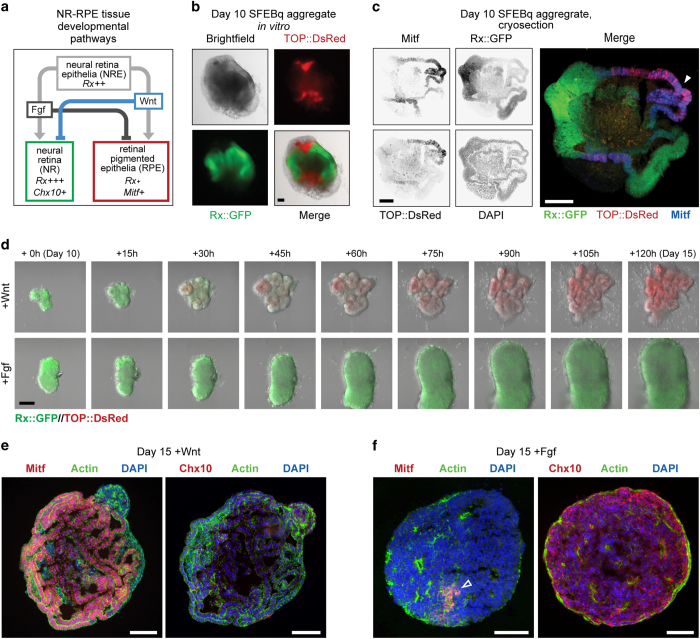
Generation of RPE-like and NR-like tissues *in vitro* using Wnt/β-catenin or Fgf stimulation. (**a**) Schematic of marker gene expression and signaling pathways that promote neural retina epithelial (NRE) tissue to form neural retina (NR) or retinal pigmented epithelial (RPE) tissues. (**b**) Transillumination (Trans) and fluorescent images of a Day 10 SFEBq aggregate generated from Rx::GFP//TOP::DsRed ES cells. The TOP promoter (‘TCF/LEF optimized promoter’)^15^ drives DsRed expression downstream of Wnt/β-catenin signaling. Scale bar 100 μm. (**c**) Immunohistochemistry was performed on cryosections of Day 10 SFEBq Rx::GFP//TOP::DsRed aggregates, closed white arrow showing the overlap of TOP::DsRed and Mitf staining. Scale bar shows 100 μm. (**d**) Montage of images taken from Data Citation 1, showing Day 10 Rx::GFP+//TOP::DsRed tissue in the presence of Wnt/β-catenin (+Wnt) or Fgf stimulation media over 5 days. (**e**,**f**) Immunohistochemistry was performed on Day 15 explants cultured with Wnt-stimulating media (**e**) or Fgf-stimulating media (**f**). Scale bars 100 μm. Wnt stimulation produces aggregates that are majority Mitf+ and Chx10- where as Fgf stimulation produces aggregates that are majority Chx10+ with some aggregates showing small patches of Mitf+ cells (open white arrow).

**Figure 3:**
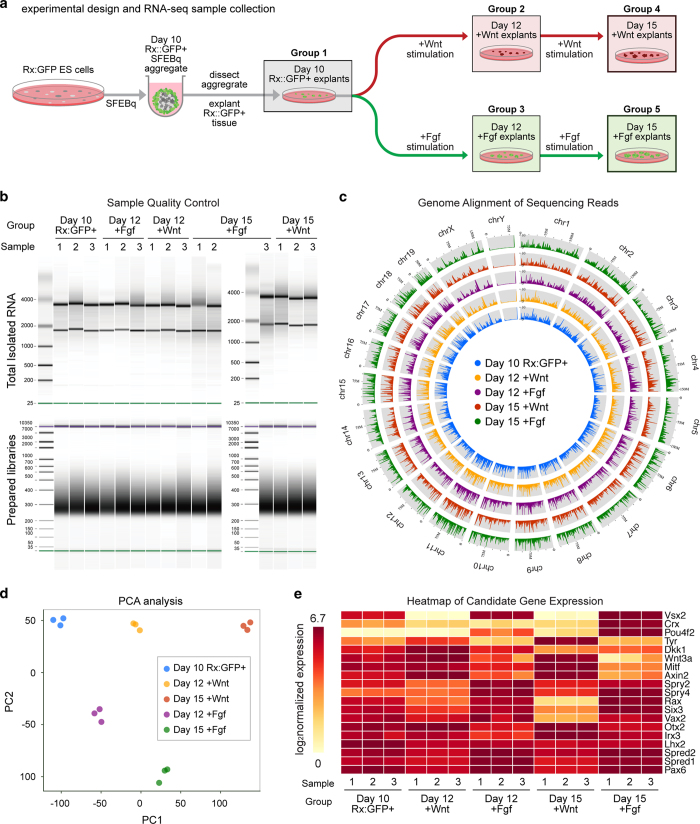
RNA-Seq-based transcriptome analysis of Wnt/β-catenin or Fgf stimulated Day 10 Rx::GFP+ SFEBq tissue. (**a**) Schematic diagram of RNA-Seq experimental design and sample collection. (**b**) Electrophoretic quality control of sample total RNA and prepared libraries using, respectively, the RNA Pico Kit and High Sensitivity DNA Assay Kit using Bioanalyzer (Agilent). Leftmost lanes show marker ladders in base pairs (bp) (**c**) Circos plot showing the genomic coverage of the mapped reads of a sample from each group. (**d**) Global expression profiling using PCA analysis. (**e**) Heatmaps showing the expression of known NRE, RPE, NR, Fgf-target, and Wnt-target genes (see Technical Validation).

**Table 1:** Sample quality and Library preparation.

**Sample**	**Qubit measure (ng/ul)**	**Total RNA QC by Bioanalyzer**		**Library preparation**		**Library QC by Bioanalyzer**
		**Dilution**	**RIN**	**Adapter #**	**# of PCR cycles**	**Average size (bp)**
Day 10 Rx::GFP+, replicate 1	29.0	1/10	8.4	2	8	334
Day 10 Rx::GFP+, replicate 2	38.8	1/20	8.7	4	8	354
Day 10 Rx::GFP+, replicate 3	33.2	1/20	8.7	5	8	339
Day 12 +Fgf, replicate 1	23.6	1/10	10.0	6	8	343
Day 12 +Fgf, replicate 2	32.0	1/20	9.6	7	8	350
Day 12 +Fgf, replicate 3	18.2	1/10	9.2	12	8	334
Day12 +Wnt, replicate 1	56.2	1/20	9.6	13	8	333
Day12 +Wnt, replicate 2	50.6	1/20	9.0	14	9	332
Day12 +Wnt, replicate 3	43.4	1/20	9.6	15	8	349
Day 15 +Fgf, replicate 1	35.2	1/20	7.7	16	9	324
Day 15 +Fgf, replicate 2	34.8	1/20	7.7	18	8	349
Day 15 +Fgf, replicate 3	41.2	1/20	8.4	19	8	351
Day15 +Wnt, replicate 1	24.8	1/20	9.0	3	8	341
Day15 +Wnt, replicate 2	68.6	1/20	9.4	9	9	348
Day15 +Wnt, replicate 3	52.0	1/20	9.9	25	8	350

**Table 2:** RNA-Seq workflow.

**Source**	**Protocol 1**	**Protocol 2**	**Sample Name**	**Protocol 3**	**Data**
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant	RNA extraction	Day10 Rx::GFP, replicate 1	RNA-Seq	GSM1526919
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant	RNA extraction	Day10 Rx::GFP,, replicate 2	RNA-Seq	GSM1526920
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant	RNA extraction	Day10 Rx::GFP,, replicate 3	RNA-Seq	GSM1526921
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant with Fgf treatment until Day 12	RNA extraction	Day 12 +Fgf, replicate 1	RNA-Seq	GSM1526922
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant with Fgf treatment until Day 12	RNA extraction	Day 12 +Fgf, replicate 2	RNA-Seq	GSM1526923
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant with Fgf treatment until Day 12	RNA extraction	Day 12 +Fgf, replicate 3	RNA-Seq	GSM1526924
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant with Wnt treatment until Day 12	RNA extraction	Day12 +Wnt, replicate 1	RNA-Seq	GSM1526925
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant with Wnt treatment until Day 12	RNA extraction	Day12 +Wnt, replicate 2	RNA-Seq	GSM1526926
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant with Wnt treatment until Day 12	RNA extraction	Day12 +Wnt, replicate 3	RNA-Seq	GSM1526927
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant with Fgf treatment until Day 15	RNA extraction	Day 15 +Fgf, replicate 1	RNA-Seq	GSM1526928
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant with Fgf treatment until Day 15	RNA extraction	Day 15 +Fgf, replicate 2	RNA-Seq	GSM1526929
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant with Fgf treatment until Day 15	RNA extraction	Day 15 +Fgf, replicate 3	RNA-Seq	GSM1526930
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant with Wnt treatment until Day 15	RNA extraction	Day15 +Wnt, replicate 1	RNA-Seq	GSM1526931
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant with Wnt treatment until Day 15	RNA extraction	Day15 +Wnt, replicate 2	RNA-Seq	GSM1526932
Murine Rx::GFP ES cells 1	SFEBq Day 10 Rx::GFP+ explant with Wnt treatment until Day 15	RNA extraction	Day15 +Wnt, replicate 3	RNA-Seq	GSM1526933

**Table 3:** Read Statistics.

**Sample**	**Sequencer**	**Run Mode**	**Read Length**	**Total RNA-Seq reads (pairs)**	**Uniquely mapped paired reads**
Day 10 Rx::GFP+, replicate 1	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	19,102,239	16,570,924
Day 10 Rx::GFP+, replicate 2	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	20,149,842	17,569,762
Day 10 Rx::GFP+, replicate 3	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	17,139,161	14,860,821
Day 12 +Fgf, replicate 1	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	20,095,528	17,492,925
Day 12 +Fgf, replicate 2	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	19,790,146	17,260,416
Day 12 +Fgf, replicate 3	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	19,699,644	17,160,000
Day12 +Wnt, replicate 1	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	19,550,831	16,885,778
Day12 +Wnt, replicate 2	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	17,714,812	15,386,182
Day12 +Wnt, replicate 3	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	18,978,467	16,303,935
Day 15 +Fgf, replicate 1	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	16,903,783	14,474,402
Day 15 +Fgf, replicate 2	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	18,054,446	15,537,681
Day 15 +Fgf, replicate 3	illumina HiSeq 1501	Rapid Run Mode	102 bp paired-end	17,568,261	15,105,314
Day15 +Wnt, replicate 1	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	18,951,347	16,373,360
Day15 +Wnt, replicate 2	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	15,676,143	13,443,271
Day15 +Wnt, replicate 3	illumina HiSeq 1500	Rapid Run Mode	101 bp paired-end	16,720,389	14,417,934

# Supplementary material for: Comparative, transcriptome analysis of self-organizing optic tissues
**Source:** Sci Data. 2015 Jun 23;2:150030. doi: 10.1038/sdata.2015.30
**Supplement:** Supplementary Information

## Supplementary Information

### Table of Contents:

**Page 1** --- Supplementary File Legend

**Page 2** --- S.Fig. 1 | Graphical overview of SFEBq protocol, RNA-Seq sample preparation and collection, effect of 2i media on SFEBq optic tissue induction, expression of Wn and Fgf ligands in Day 10 Rx::GFP+ tissue explants, and immunostaining of Day 15 explants cultured without exogenous Wnt or Fgf stimulation.

**Page 3** --- S.Fig 2 | Immunohistochemical analysis of Pou4f2 and RNA-Seq gene expression profiles of *pou4f2*, *mitf*, *tyr*, *rx*, and *vsx2* (*chx10*).

### Supplementary File Legend

**Supplementary File 1.xlsx** | Searchable spreadsheet of the RNA-Seq data. Triplicate and average expression values (counts per million, cpm) for each group are displayed. Comparisons between the groups (columns Y - AD) are also shown. The default display of the spreadsheet is with cells Day 12 +FGF / Day 12 +Wnt in descending order and with lowly expressed genes omitted. Note, these parameters can be removed by altering the stringency of the filters of columns Y - AD.

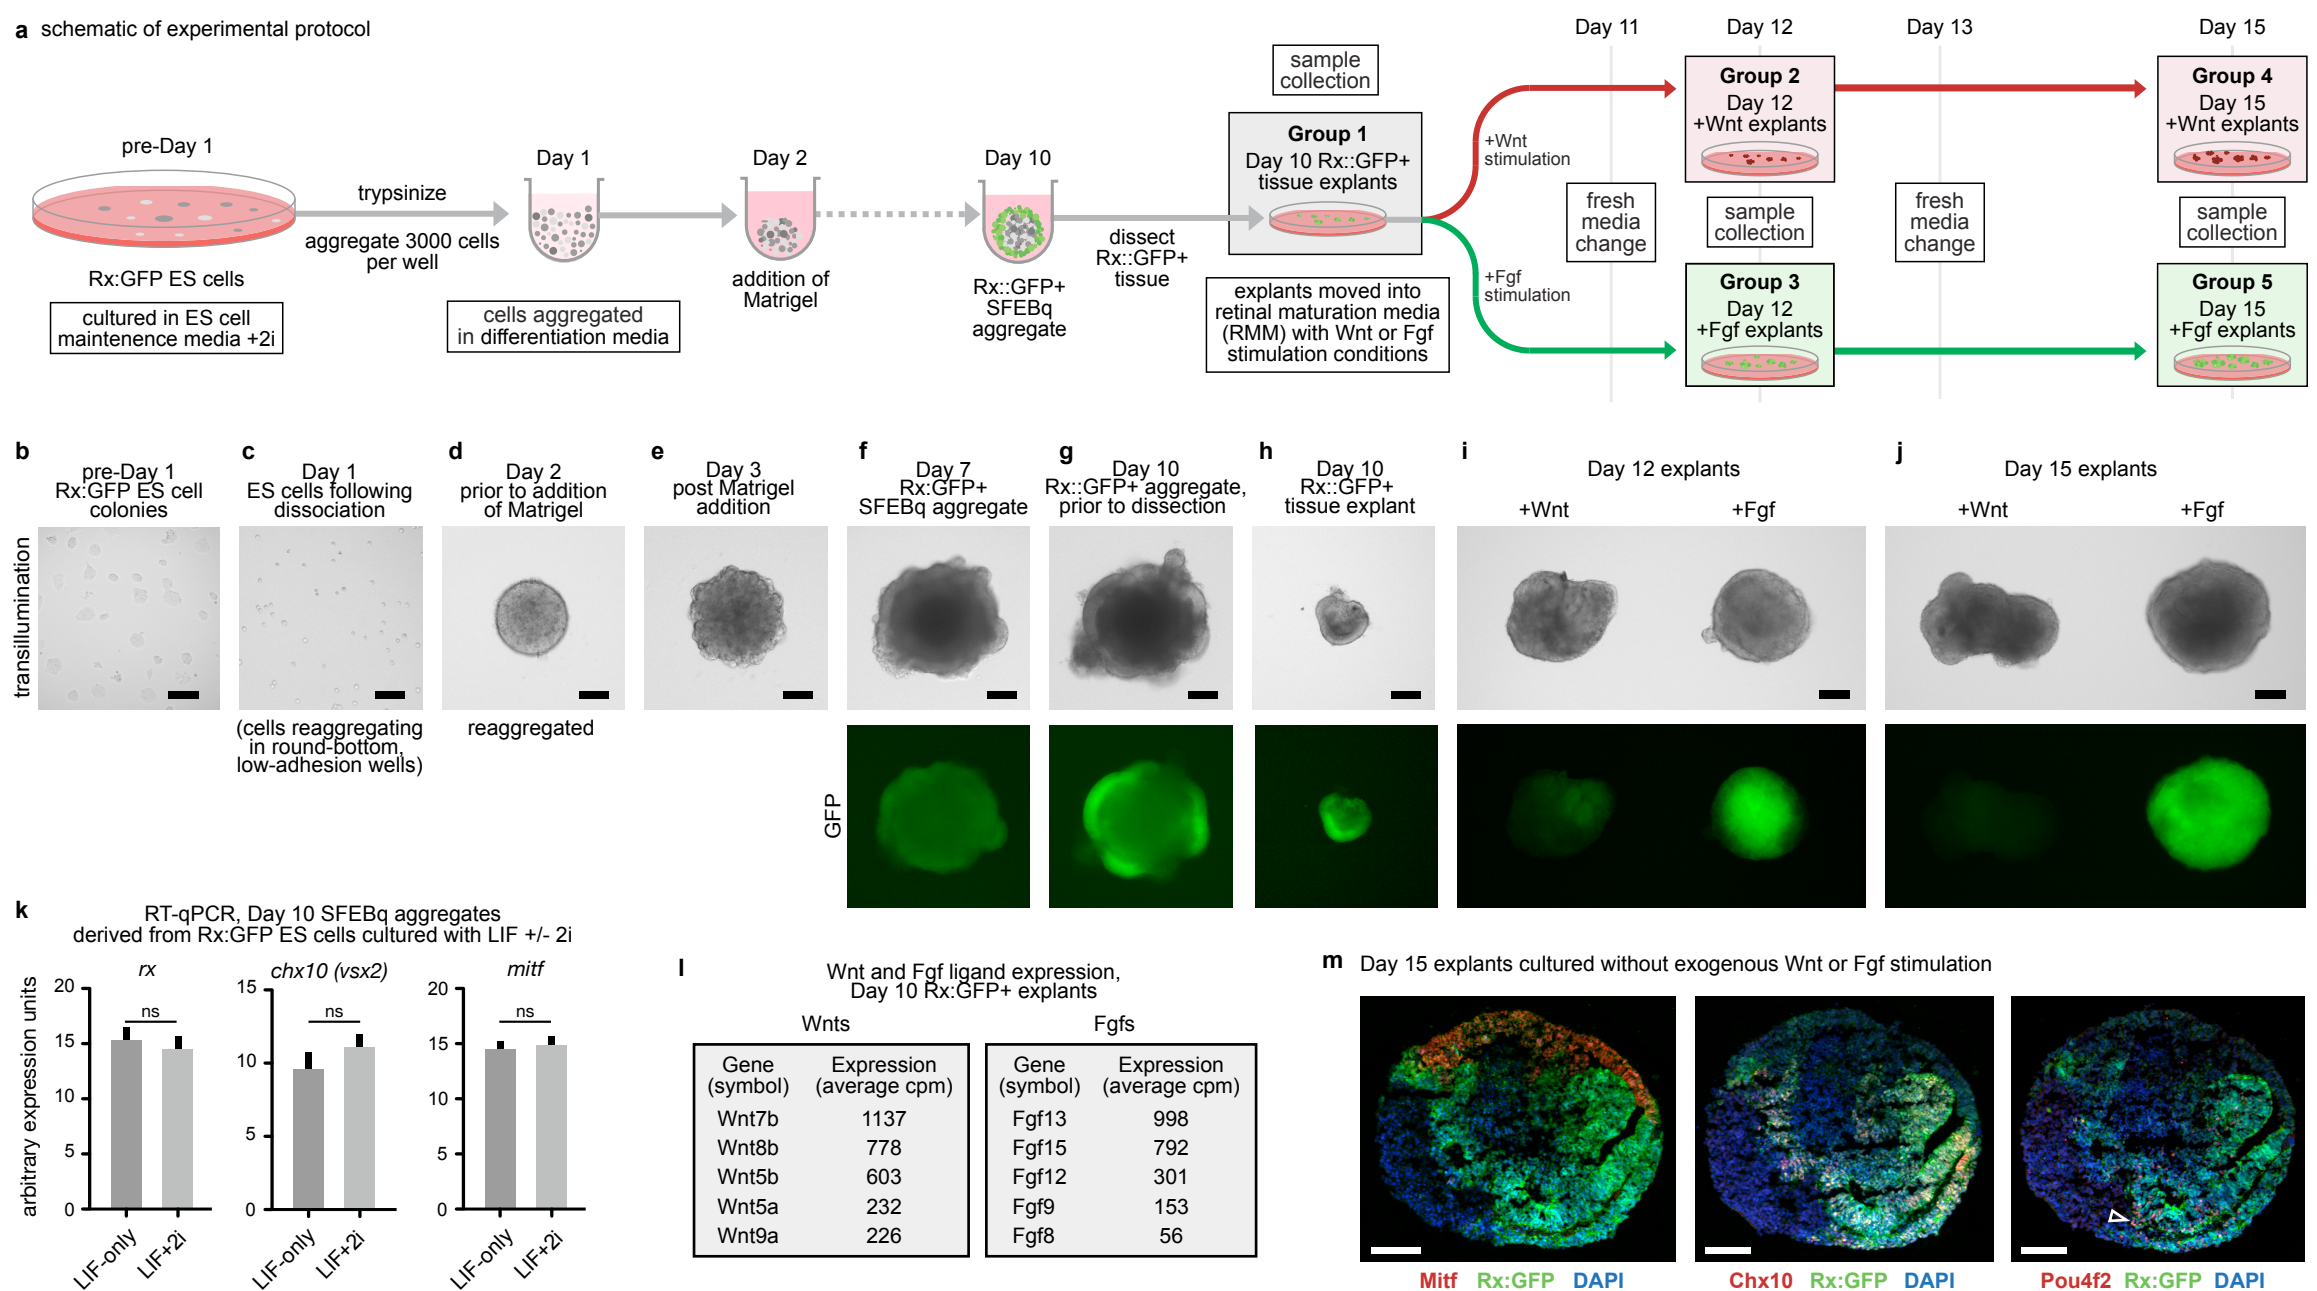

**S.Fig. 1 | Graphical overview of SFEBq protocol, RNA-Seq sample preparation and collection, effect of 2i media on SFEBq optic optic tissue induction, expression of Wnt and Fgf ligands in Day 10 Rx::GFP+ tissue explants, and immunostaining of Day 15 explants cultured without exogenous Wnt or Fgf stimulation.** **a**, Schematic diagram of SFEBq protocol, sample preparation and RNA-Seq collection. **b**, Transillumination images of representative ES cell colonies prior to dissociation. All scale bars in the figure represent 100  $\mu$ m. **c**, Transillumination image of dissociated ES cells prior to “reaggregation” in round bottom low-adhesion 96-well plates. **d**, 24h later at Day 2, cells have “reaggregated” at the bottom of the well. Matrigel is then added to a final concentration of 4%. **e**, Following Matrigel addition, the aggregate begins to increase in size as seen in Day 3. **f**, At Day 7, a comparatively faint GFP signal is detectable in the outer layer of the aggregate. **g**, At Day 10, a comparatively thicker and brighter Rx::GFP+ epithelium is present. The aggregate shown is the same aggregate from (f) yet 72 hours older. **h**, Day 10 Rx::GFP+ aggregates are dissected, taking care to remove and isolate the GFP+ peripheral layer. **i**, Rx::GFP+ epithelial explants are cultured in either Wnt or Fgf stimulating conditions, and by Day 12, a difference in Rx::GFP+ signal between the two conditions remains. **j**, At Day 15, the difference in Rx::GFP+ signal between the two conditions remains. **k**, RT-qPCR expression analysis of rx, chx10, mitf expression of Day 10 aggregates derived from ES cells cultured with ES cell media +LIF or ES cell media +LIF +2i. ns, no significance;  $P > 0.05$ , t-test;  $n=6$  for each group; error bars show standard error of the mean (s.e.m.). **l**, Partial list of Wnt and Fgf ligands detected in Day 10 Rx::GFP+ tissue (Group 1) via RNA-Seq. The five highest expressed Wnt and Fgf ligands are listed. **m**, Immunostainings of Day 10 Rx::GFP+ tissue explants cultured without exogenous Wnt or Fgf stimulation (i.e. RMM media only). These aggregates contain a mixture of Mitf+ RPE-like and Chx10+ NR-like tissue, and also contain postmitotic retinal ganglion cells as recognized by Pou4f2 expression (open white arrow head).

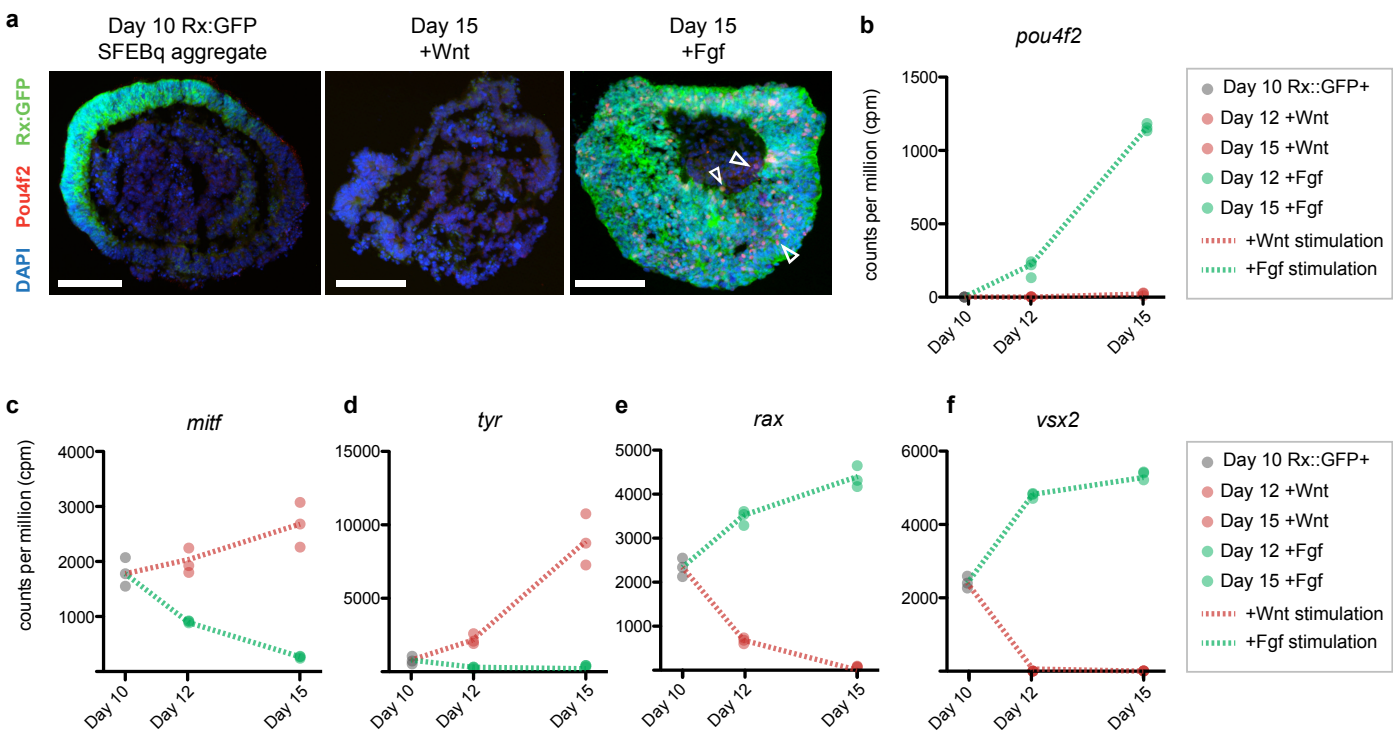

**S.Fig 2 | Immunohistochemical analysis of Pou4f2 and RNA-Seq gene expression profiles of *pou4f2*, *mitf*, *tyr*, *rx*, and *vsx2* (*chx10*).** **a**, Immunostainings detecting Pou4f2 in cryosectioned Day 10 Rx::GFP SFEBq, Day 15 +Wnt, and Day 15 +Fgf aggregates. Scale bars represent 100  $\mu$ m. **b-f**, RNA-Seq expression profiles *pou4f2*, *mitf*, *tyr*, *rx*, and *vsx2* (*chx10*). Triplicates shown at each time point. Connecting lines are for visual references only.

How the deposited data were processed for this re-analysis (not part of the article)

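RNA-Seq libraries from 15 samples of mouse SFEBq tissue were used, 3 biological replicates each of Day 10 Rx::GFP+, Day 12 +Fgf, Day 12 +Wnt, Day 15 +Fgf and Day 15 +Wnt tissue. Samples were assigned to groups and replicates from their labels and the sample tables of the paper. All columns of values belonged to 1 of these samples.

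The authors mapped paired reads to mm10 with Tophat at default settings, estimated fragments per gene of the UCSC mm10 transcriptome with Cuffdiff, and computed normalized values with edgeR, which the paper calls CPM. The unit of the deposited values is treated as a normalized signal, because columns sum to between 936418 and 1075448, as they do when each library size is multiplied by a TMM factor. Whole reads were recovered from all non-zero values (100%) by dividing by the value of 1 read. The tables per sample and the table of all samples held the same values, with a largest relative difference of 7.8e-09. The paper's text does not name the strand setting, the read filters or the normalization option. The supplementary spreadsheet was held only in part (1998 entries, all at 0, with 21246 left out), so it was not used.

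Log2 values were computed as log2(value + 0.3), where the pseudocount is 0.25 CPM of the mean column total, rounded. Genes with at least 1 CPM of the column total in at least 3 samples were tested, 13845 of 23244 entries. Because the deposited values are not counts, limma was the main test (linear model of 5 group means, moderated with a trend, Benjamini-Hochberg adjustment within each comparison, threshold 0.05), with edgeR's quasi-likelihood test on the recovered reads as an alternative. The 6 comparisons are those the paper lists. The difference between +Fgf and +Wnt in the change from Day 12 to Day 15 was tested as an interaction. A symbol occurred in more than 1 entry for 160 symbols (426 entries), and 186 entries name more than 1 gene. Reads of near-identical genes were divided by the authors' counting and were not divided again.

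The genes named in the text were chosen by a rule set before the data were examined, as were all settings and tests apart from those stated otherwise. The rule takes every gene the paper names in its text, Fig. 3e, Supplementary Fig. 1l and Supplementary Fig. 2, all Spry and Spred genes, and the 5 highest Wnt and Fgf genes at Day 10. For each comparison it adds the 2 largest increases and the 2 largest decreases among genes past the threshold with at least 10 CPM in the higher group, separated replicates and a symbol of 1 entry only. Not every gene that meets the rule is reported here. Positions and overlaps were taken from the GENCODE annotation of GRCm38, the assembly also called mm10.

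There were 11 sets of marker genes (157 genes, all 157 found) for serum response, sterol synthesis and uptake, melanin synthesis, visual cycle and mature RPE, neural crest, retinal ganglion cells and early neurons, photoreceptors, proliferation, hypoxia and glycolysis, Wnt feedback targets, and Fgf feedback targets. They were tested between +Fgf and +Wnt at Day 12 and Day 15 with fry, a rotation test in the same limma model, with adjustment over all 22 tests.

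Alternatives covered the pseudocount (0.05 and 1 CPM), the filter (none, or at least 10 CPM in 3 samples), quantile normalization, median-of-ratios scaling, moderation without a trend, RIN and PCR cycles (8 or 9) as covariates, the replicate number as a block, only the 6 samples of a comparison, the count test, and leaving out each replicate. Moderation without a trend, PCR cycles, the 6 samples, the count test and the filter of 10 CPM were set for the numbers of genes only. For the principal component analysis they covered the treatment of zeros, the genes used and their scaling.

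The precision is set by 3 replicates per group and by depth. A single read was worth between 0.0620 and 0.0764 CPM, and a gene with at most 3 reads in each library of a group was taken as at the floor. Simulated data with the means and library sizes of the 13845 genes and 200 changed genes were used to test the procedure. limma called 183 genes, 175 of them truly changed (87.5% recovered, 4.4% of calls false), and edgeR called 182, with 175 truly changed (87.5% and 3.8%). These genes were changed in Day 12 +Fgf only, whereas 51.5 to 68.7% of the genes passed in the real comparisons. limma was also scaled by the simulated library sizes. Normalization and false calls where most genes change were thus not tested. The tools were R 4.3.3 with limma 3.58.1 and edgeR 4.0.16, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.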

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

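RIN as a covariate and median-of-ratios scaling were among the alternatives set before the data were examined. In this part, these fits were read as explanations for the serum response and proliferation sets only after those results had been seen. The test of gene length or GC content on these sets was also chosen only then.

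The change from Day 12 to Day 15 differed between +Fgf and +Wnt tissue for 6636 of 13845 genes (limma interaction term, Benjamini-Hochberg adjusted p under 0.05), a contrast between the stimulations that the paper does not test. The change was more positive in +Fgf for 3736 of these genes and more negative for 2900, and 1062 genes passed in both tissues in opposite directions. Leaving out each replicate gave from 6007 to 6366 genes. Of 100 regroupings of the 12 stimulated samples, including the real one, 1 gave as many genes, and the next largest gave 5888. When RIN was a covariate, 3700 of the 6636 genes remained past the threshold. Day 15 +Fgf had the lowest mean RIN (7.93, against 8.60 to 9.60 in the other groups), so RIN and that group overlap. The genes that remained argue against RNA integrity as the whole cause, but many were lost with the covariate, and a part due to RNA integrity stays open. Of the 6636 genes, 6365 remained with median-of-ratios scaling, 6180 with all libraries thinned to 12556998 reads, and 6047 after a trend on transcript length and GC content was removed (99.3% of the tested genes had both values). Scaling, depth and length or GC bias are thus not the whole cause. A hypothesis that remains is that the stimulations may lead to different courses of maturation. The +Fgf medium differed in both bFgf and serum, which stays open.

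The serum response set, 17 tested genes outside those the paper discusses, was higher in Day 12 +Fgf than in Day 12 +Wnt by a mean log2 fold change of 2.62 (fry in limma, adjusted p = 4.8e-09). All 17 genes were higher and 16 passed singly. Over its 14 alternatives the value lay between 2.36 and 2.79. It was 2.64 with RIN as a covariate (adjusted p = 8.87e-08), 2.61 with median-of-ratios scaling (adjusted p = 3.92e-09) and 2.63 after removal of a length and GC trend (adjusted p = 2.5e-09), and the adjusted p of the alternatives lay between 3.14e-11 and 8.87e-08. Mean RIN was 9.60 in Day 12 +Fgf and 9.40 in Day 12 +Wnt, and median-of-ratios scaling shifted the median log2 fold change by -0.005. With groups so alike, these adjustments could hardly move the value, so its stability under them is no separate evidence. The last value argues against length or GC content as the whole cause. At Day 15 the set was higher by 0.44 (fry, adjusted p = 0.00681), with 12 of 17 genes higher, but it did not pass under camera (adjusted p = 0.377) or with RIN as a covariate (0.30, adjusted p = 0.311), and its alternatives lay between 0.30 and 0.63 (adjusted p between 0.000853 and 0.377). A difference between the days was not tested for this set. The 10% serum in the +Fgf medium is a candidate explanation. It had been reasoned that serum would also lower the sterol synthesis and uptake set at Day 12, but that set changed by 0.06 (fry, adjusted p = 0.156), and it passed in the other direction without Day 12 +Fgf replicate 3 (0.14, adjusted p = 0.00426; alternatives between 0.00426 and 0.66). Serum and bFgf cannot be told apart, because each +Fgf culture received both. The paper gives the base medium of both stimulations by citation, so serum in that medium is not excluded.

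The proliferation set of 19 genes, which the paper does not discuss, was higher in +Fgf than in +Wnt by a mean log2 fold change of 0.28 at Day 12 (fry in limma, adjusted p = 6.65e-05, 18 of 19 genes higher) and of 1.17 at Day 15 (adjusted p = 4.93e-10, 19 of 19 genes higher, all past the threshold). Both passed under camera, and the alternatives gave 0.21 to 0.31 at Day 12 and 1.11 to 1.27 at Day 15. The Day 15 value was 1.27 with RIN as a covariate (adjusted p = 9.08e-08), 1.15 with median-of-ratios scaling (adjusted p = 1.59e-09) and 1.16 after removal of a length and GC trend (adjusted p = 3.6e-10), and the adjusted p of the alternatives lay between 2.55e-10 and 9.08e-08. None of the 3 explains the whole difference. A hypothesis is that +Fgf tissue may hold more dividing cells at Day 15, through bFgf, serum or a later exit from the cell cycle, which these samples do not separate.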

How the results depend on the processing

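The fits that leave out each replicate for the number of genes measured, the principal component analysis and the Day 12 agreement, and the separate Day 10 libraries for the latter, were chosen after seeing the data. The other settings were not.

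All 6 comparisons kept a number of genes past the threshold within 1.5 times under each of the 12 other settings, except Day 15 +Fgf against Day 12 +Fgf with RIN as a covariate (3591 in place of 7899). The interaction number was 3842 in place of 6636 with the same covariate. The cause was not tested beyond the checks of RNA integrity. Leaving out each replicate gave 6791 to 7287, 7528 to 7980, 6987 to 7374, 8806 to 9016, 6200 to 6684 and 8916 to 9067 genes in the 6 comparisons, in the order of Day 12 +Fgf and Day 12 +Wnt against Day 10, Day 15 +Fgf and Day 15 +Wnt against Day 12, and +Fgf against +Wnt at Day 12 and Day 15. With a filter of at least 10 CPM in 3 samples, the numbers with a log2 change of at least 1 were 756, 909, 1022, 1401, 1113 and 1717 in the same order, since fewer genes (10971) were tested. The F test over the groups gave 12802 to 14442 genes. No scaling moved the share of higher calls by over 10 percentage points.

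The correlation of the Day 12 responses to +Fgf and +Wnt against Day 10, which did not exceed its simulated values, was 0.228 and exceeded them with separate Day 10 libraries for each response. The noise of shared libraries raises the simulated values, which lay at a median of 0.001 without it. Because the simulations held no true change, those with shared libraries cannot decide whether the observed correlation exceeds chance. The correlation was 0.237 to 0.298 leaving out each replicate.

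Other definitions of a measured gene gave 16446 (above 0 in all replicates of at least 1 group), 13845 (at least 1 CPM in at least 3 samples) and 13935 genes (above 0 in all samples), against 18640. PC1 held 45.6% and PC2 29.2% of the variance with log2(value + 0.3), 45.4 and 30.2% with the expression filter, 37.0 and 20.4% with genes scaled to unit variance, 45.8 and 33.8% with the 500 most variable genes, and PC1 held 35.9% after quantile normalization. Leaving out each replicate gave 36.6 to 44.2% for PC1 and 23.2 to 29.5% for PC2.

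Among single genes, the log2 fold change of Irx3 in Day 12 +Wnt against Day 10 was -0.055 with quantile normalization (from -0.087 to 0.289 leaving out a replicate). With RIN as a covariate, Vax2 in Day 12 +Fgf against Day 10 was -0.263 (from -0.095 to 0.527 leaving out a replicate), and Vax2 in Day 15 +Fgf against Day 10 was 0.022. The mean log2 fold change of the retinal ganglion cells and early neurons set, Day 12 +Fgf vs Day 12 +Wnt, was 0.045 with a pseudocount of 0.05 CPM (from -0.148 to 0.087 leaving out a replicate). The sterol synthesis and uptake set at Day 15 was 0.186 with RIN as a covariate. The Day 12 ranges were -0.011 to 0.137 for that set and -0.068 to 0.313 for the hypoxia and glycolysis set leaving out a replicate. The causes were not tested. For single genes, the other settings gave 685 unchanged results, 9 weaker, 3 stronger and 3 reversed, and leaving out a replicate gave 584, 10, 4 and 2. For sets these numbers were 167, 7, 0 and 2, and 122, 4, 2 and 4.

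Replicate numbers did not pair the libraries. The correlations of deviations from the group means between same-numbered libraries of different groups ranged from -0.253 to 0.245 (median -0.008, 7 of 30 over 0.1). With the replicate number as a block, the 6 comparisons gave 7688, 8291, 7837, 9387, 7094 and 9486 genes. Of 138 results with the block, 1 call changed, that of the retinal ganglion cells and early neurons set at Day 12 (-0.06, adjusted p = 0.0796).

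For each of the 6 comparisons, 1 of the 10 splits of its 6 samples into 3 and 3, the real one, gave as many genes. The next largest split gave at most 7 genes. With 10 splits the share cannot fall below 0.1. Of 100 splits of the 15 samples into the 5 groups, 1 gave as many genes in the F test, and the next largest gave 6191. Depth limits the genes near the floor of 3 reads, whose fold changes move with the pseudocount. Atoh7 at Day 15, for example, had a log2 fold change of 8.13, and 9.96 with a pseudocount of 0.05 CPM.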

Differences from the paper's values

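The comparison of ligand scales, the reading of the paper's statements as directions at each day, and the count test, the fit to the 6 samples of a comparison, the moderation without a trend, the PCR cycle covariate and the filter of 10 CPM for single genes were added after values had been seen. No main value differed from a value stated in the text of the paper by more than the limits set (genes measured, read pairs, mapped share and RIN).

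The ligand values in Supplementary Fig. 1l are on another scale than the deposited values. For Wnt7b the value listed in Supplementary Fig. 1l is about 1100 after rounding, where the deposited values give 80.7 CPM. The recovered reads of Wnt7b, not scaled to library size, average 1136.7 over the 3 libraries. On the scale of reads no ligand differed.

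The paper states that wnt3a, axin2, dkk1 and irx3 rise after Wnt stimulation, and names no day. Dkk1 was higher in Day 12 +Wnt than at Day 10 (log2 fold change 1.35, limma adjusted p = 8.86e-06). In Day 15 +Wnt it was lower than at Day 10 (log2 fold change -1.96, limma with Benjamini-Hochberg adjusted p = 2.86e-08), and it was lower in all 13 alternatives (-2.69 to -1.75). The mean of Dkk1 was also below Day 10 in Day 15 +Fgf (5.04 against 12.3 CPM). Wnt3a did not pass at Day 12 (0.78, adjusted p = 0.121) or Day 15 (0.64, adjusted p = 0.17). A pseudocount of 1 CPM called it at Day 12 (0.73, adjusted p = 0.0338; between 0.0338 and 0.811 over the 13 alternatives set for single genes before the data were examined), and none of those called it at Day 15. The count test called Wnt3a at Day 12 (0.78, edgeR adjusted p = 0.0275) and at Day 15 (0.69, edgeR adjusted p = 0.0363), and the fit to the 6 samples of the comparison called it at Day 12 (0.78, limma adjusted p = 0.00261). The other added fits did not call it. Among the 13 alternatives, RIN as a covariate moved the Wnt3a change most, to 0.163 at Day 12 and 0.001 at Day 15. Irx3 did not pass at Day 12 (0.13, adjusted p = 0.53), and none of these alternatives or added fits called it.

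The paper states that six3, crx, vax2 and the spry and spred genes rise after Fgf stimulation, and names no day. Crx was higher in Day 15 +Fgf than at Day 10 (log2 fold change 3.51, limma adjusted p = 1.31e-09). It was lower in Day 12 +Fgf than at Day 10 (log2 fold change -2.18, limma adjusted p = 1.5e-06), and lower in all 13 alternatives (-2.55 to -1.84). The mean of Crx was also below Day 10 in Day 12 +Wnt (2.88 against 8.82 CPM). Six3 did not pass at Day 12 (0.17, adjusted p = 0.0827), and was called with quantile normalization (0.21, adjusted p = 0.0284), without Day 10 replicate 2 (0.24, adjusted p = 0.0332) and without Day 12 +Fgf replicate 2 (0.25, adjusted p = 0.018), with alternatives between 0.018 and 0.331. Vax2 did not pass at Day 12 (0.16, adjusted p = 0.591) or Day 15 (-0.26, adjusted p = 0.33). It was called only at Day 12, without Day 12 +Fgf replicate 2 (0.53, adjusted p = 0.0149; alternatives between 0.0149 and 0.914). None of the added fits called Six3 at Day 12 or Vax2 at either day. Spry3 was listed at 0 in all libraries.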

Other observations

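The test of the ligand scale was chosen only after the values had been seen.

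The 10 ligand values of Supplementary Fig. 1l equalled the mean recovered reads of the 3 Day 10 libraries, after rounding to whole reads, for 10 of 10 genes. With 1 factor (14.22) times the deposited means, 4 of 10 were equal. A list of mean reads that had not been scaled to library size gives these values. No biological explanation was tested.

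Spry1 went against the other tested Spry and Spred genes between the stimulations at Day 15. It was lower in +Fgf than in +Wnt, 42.5 ± 3.91 against 55.0 ± 3.34 CPM (SD, n = 3; log2 fold change -0.37, limma with Benjamini-Hochberg adjusted p = 0.00639). With RIN as a covariate it did not pass (-0.42, adjusted p = 0.115), and the adjusted p of its 13 alternatives lay between 0.000911 and 0.115. Spry1 was chosen for mention after its values were seen. In +Wnt tissue it was 1.21 above Day 10 at Day 15 (adjusted p = 2.37e-08). No explanation was tested.

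Of the 22 set tests between +Fgf and +Wnt, 16 passed with fry, and 13 of them also with camera at a preset correlation. Those lost were the retinal ganglion cells and early neurons set and the photoreceptors set at Day 12, and the serum response set at Day 15. The melanin synthesis set was lower in +Fgf by -1.81 at Day 12 (fry in limma, adjusted p = 2.06e-06) and -4.37 at Day 15 (adjusted p = 2.93e-09), with 0 of 10 genes higher at either day. The visual cycle and mature RPE set changed by -0.92 (adjusted p = 7.1e-06) and -1.67 (adjusted p = 1.95e-08). The retinal ganglion cells and early neurons set changed by -0.05 at Day 12 (adjusted p = 0.045, 6 of 17 genes higher) and 1.99 at Day 15 (adjusted p = 4.56e-07), and the photoreceptors set by -0.69 (adjusted p = 0.000184) and 1.68 (adjusted p = 7.65e-09). The Wnt feedback targets set changed by -0.62 (adjusted p = 0.00709) and -1.75 (adjusted p = 5.76e-06), and the Fgf feedback targets set by 1.91 (adjusted p = 8.14e-09) and 1.30 (adjusted p = 1.2e-07). The call of the retinal ganglion cells and early neurons set at Day 12 was lost without any one of the Day 12 +Fgf replicates, and without Day 12 +Wnt replicate 2 or 3 (-0.10 to 0.09). It was also lost with a pseudocount of 1 CPM and with RIN as a covariate. Only 7 of the 13 photoreceptors genes and 7 of the 11 visual cycle and mature RPE genes passed the expression filter. With no filter, the mean log2 fold change of the photoreceptors set was -0.41 at Day 12 and 0.82 at Day 15, and that of the visual cycle and mature RPE set -0.66 and -1.06, and each passed.

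The neural crest set did not pass at Day 12 (mean log2 fold change -0.25, fry adjusted p = 0.89) or Day 15 (-0.27, adjusted p = 0.654), but passed at Day 15 without Day 15 +Fgf replicate 3 (-0.37, adjusted p = 0.0166). The sterol synthesis and uptake set did not pass at Day 15 (-0.03, adjusted p = 0.89). At Day 12 it passed without Day 12 +Fgf replicate 3 (0.14, adjusted p = 0.00426). The hypoxia and glycolysis set passed at neither day (0.13, adjusted p = 0.671, and 0.10, adjusted p = 0.881).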
